# Role of TMEM100 in mechanically insensitive nociceptor un-silencing

**DOI:** 10.1038/s41467-023-37602-w

**Published:** 2023-04-05

**Authors:** Timo A. Nees, Na Wang, Pavel Adamek, Nadja Zeitzschel, Clement Verkest, Carmen La Porta, Irina Schaefer, Julie Virnich, Selin Balkaya, Vincenzo Prato, Chiara Morelli, Valerie Begay, Young Jae Lee, Anke Tappe-Theodor, Gary R. Lewin, Paul A. Heppenstall, Francisco J. Taberner, Stefan G. Lechner

**Keywords:** Chronic pain, Somatic system, Neuronal physiology

## Abstract

Mechanically silent nociceptors are sensory afferents that are insensitive to noxious mechanical stimuli under normal conditions but become sensitized to such stimuli during inflammation. Using RNA-sequencing and quantitative RT-PCR we demonstrate that inflammation upregulates the expression of the transmembrane protein TMEM100 in silent nociceptors and electrophysiology revealed that over-expression of TMEM100 is required and sufficient to un-silence silent nociceptors in mice. Moreover, we show that mice lacking TMEM100 do not develop secondary mechanical hypersensitivity—i.e., pain hypersensitivity that spreads beyond the site of inflammation—during knee joint inflammation and that AAV-mediated overexpression of TMEM100 in articular afferents in the absence of inflammation is sufficient to induce mechanical hypersensitivity in remote skin regions without causing knee joint pain. Thus, our work identifies TMEM100 as a key regulator of silent nociceptor un-silencing and reveals a physiological role for this hitherto enigmatic afferent subclass in triggering spatially remote secondary mechanical hypersensitivity during inflammation.

## Abstract (web summary)

Silent nociceptors remained enigmatic ever since they were first described decades ago. Here, Nees. et al. show that inflammation-induced upregulation of TMEM100 unsilences silent nociceptors, which triggers secondary mechanical pain hypersensitivity.

## Introduction

Pain is an unpleasant and multifaceted sensation that can be stabbing, burning, throbbing or prickling. Likewise, pain hypersensitivity has many faces and can manifest as increased sensitivity to heat, cold or mechanical stimuli that commonly spreads far beyond the site of initial insult, a phenomenon known as secondary hyperalgesia or allodynia. Our ability to distinguish this plethora of painful sensations, relies on the functional diversity of primary sensory afferents, which detect painful stimuli and relay information about the intensity and quality of these stimuli to the central nervous system. Functionally distinct subclasses of sensory afferents have already been discovered several decades ago by classical neurophysiological studies^1^. More recently, single-cell RNA-sequencing studies have mapped transcriptional signatures to these functionally classified neurons^2,3^ and revealed changes therein associated with chronic pain^4,5^. Moreover, knock-out, cell ablation and optogenetic studies have deciphered the contribution of various afferent subclasses to different forms of pain, such as acute pain evoked by pinprick, pinch and punctate mechanical stimuli as well as mechanical allodynia and cold allodynia associated with nerve injury^6–10^. The sensory afferents that mediate cold allodynia are interesting, because they are normally ‘silent’ and only become sensitive to cold after nerve injury^10^.

Another relatively large and still enigmatic population of silent nociceptors are the mechanically insensitive afferents (MIA), which only become sensitized to mechanical stimuli during inflammation. MIAs were first documented in the articular nerves of the cat knee joint^11^ and were subsequently found in the colon^12,13^ and the bladder^14^ as well as in human skin^15^. It is estimated that MIAs constitute ~30% of all C-fiber afferents in viscera and joints and about 15–20% in the human skin, whereas they appear to be less abundant in mouse skin^16,17^. Considering the large proportion of MIAs in viscera and joints, it has been hypothesized that the un-silencing of MIAs during inflammation substantially increases nociceptive input onto the spinal cord, which supposedly potentiates central pain processing and eventually results in increased pain sensitivity. Microneurography from cutaneous human afferents, on the other hand, suggested that silent nociceptors might induce secondary mechanical hyperalgesia^18^. Owing to the lack of tools that would allow the unequivocal identification or the selective genetic manipulation of MIAs, neither the mechanism underlying the un-silencing of MIAs nor their exact role in pain signaling have hitherto been deciphered.

We had previously shown that visceral and deep somatic mouse MIAs express the nicotinic acetylcholine receptor alpha-3 subunit (CHRNA3) and can thus readily be identified in Tg(Chrna3-EGFP)BZ135Gsat reporter mice^19^. Most importantly, we had shown that CHRNA3-EGFP^+^ MIAs acquire mechanosensitivity upon treatment with the inflammatory mediator nerve growth factor (NGF), which also slightly increases the mechanosensitivity of polymodal nociceptors^20^, and demonstrated that this process requires de-novo gene transcription. We thus here set out to identify transcriptional changes that underlie the un-silencing of CHRNA3-EGFP^+^ MIAs and to eventually utilize these findings to examine the contribution of MIAs to the generation of inflammatory pain.

## Results

### NGF treatment selectively upregulates TMEM100 in silent nociceptors

We had previously shown that cultured CHRNA3-EGFP^+^ MIAs acquire mechanotransduction currents after 24 h treatment with NGF^19^. To identify proteins required for this NGF-induced acquisition of mechanosensitivity we here compared the transcriptomes of CHRNA3-EGFP^+^ neurons, cultured in the absence or presence of NGF (50 ng/ml) for 24 h. To this end we manually picked CHRNA3-EGFP^+^ neurons with a patch-pipette and analyzed their transcriptomes using paired-end RNAseq (Fig. 1a). This comparison showed that neither the mechanically-gated ion channel *Piezo2*, which is required for mechanotransduction in CHRNA3-EGFP^+^ neurons^19^, nor any of the known PIEZO2 modulators, such as *Stoml3*, *Pcnt*, *Mtmr2*, *Tmem150c*, *Cdh1*, *Anxa6*, *Atp2a2* and *Nedd4-2*^21–28^, are up-regulated by NGF (Fig. 1b). Moreover, the analysis showed that CHRNA3-EGFP^+^ MIAs have a transcriptional signature—i.e., co-expression of *Ntrk1, Calca, Tac1, Trpv1, Nos1, Ly6e* and *Htr3a* but not *Cyp2j12, Prrx2* and *Etv1* (Fig. 1c)—that was previously observed in a subset of peptidergic nociceptors that were classified as PSPEP2 neurons in a large scale single-cell RNA-sequencing study^2^. However, the RNAseq screen revealed the NGF-induced up-regulation of the transmembrane protein TMEM100 (fold-change=3.805, *P* = 4.12E-5, *N* = 3 samples per condition, Fig. 1b), which attracted our attention because TMEM100 was previously shown to potentiate the activity of TRPA1^29^—an ion channel that plays an important role in pain signaling^30^—by releasing it from the inhibition by TRPV1 and both channels (TRPA1 and TRPV1) are expressed at significant levels in CHRNA3-EGFP^+^ neurons (Fig. 1c, d). 

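The RNAseq experiment comprised 6 samples of CHRNA3-EGFP+ neurons, dorsal root ganglion neurons that carry a green fluorescent reporter driven by the gene of the nicotinic receptor subunit CHRNA3. In 3 samples the neurons were cultured for 24 h without NGF (CTL) and in 3 samples for 24 h with 50 ng/ml NGF, and each sample was a pool of 20 picked cells. The paper states that the samples were biologically independent and came from 3 mice, and its description of the cell collection gives 1 sample per condition and mouse. Nerve growth factor signals through the receptor tyrosine kinase TRKA, the product of *Ntrk1*. The authors prepared cDNA with the SmartSeq2 protocol and libraries with the Nextera kit, mapped the reads to GRCm38 and deposited raw counts per gene symbol. The aligner, the counting step and the annotation release are not given in the sources used here, nor is a strand-specific protocol. The total count was 34376415, 28977048 and 37713542 in the CTL samples and 36225830, 35489291 and 42281981 in the NGF samples. At these totals, 3 counts in a library correspond to between 0.071 and 0.104 CPM. Between 17425 and 19179 genes had at least 1 count in a sample. The 13 mitochondrial genes in the table took 3.63%, 0.72% and 3.34% of the counts in the CTL samples and 3.14%, 4.32% and 1.48% in the NGF samples.

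From these counts, CPM were calculated over the library total, and the conditions were compared by edgeR's quasi-likelihood test after TMM normalization and a filter on low counts that kept 15504 genes. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The common biological coefficient of variation between samples was 0.654. The genes were also grouped into 36 lists (pathways, ion channels and markers of other cell types) that were fixed before the counts were examined. The top rows of the paper's source data for Fig. 1b had been seen by then, so that the lists are not independent of them.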

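Transcripts of *Piezo2*, the mechanically gated channel of light touch and proprioception, were present in both conditions, with no detectable difference between them. Its log2 fold change was 0.03 (standard error 0.31, 95% confidence interval -0.69 to 0.75, adjusted p = 0.998 from edgeR's quasi-likelihood test), and it turned negative, to -0.018, with limma-voom. None of the 7 PIEZO2 modulators that could be tested was higher with NGF. With all 6 samples, all 7 had a negative log2 fold change, between -1.51 and -0.06, though those of *Mtmr2*, *Nedd4l*, *Cdh1* and *Tmem150c* were positive without some single samples, and none passed the test over all genes or when adjusted over the list alone (0 by edgeR, limma-voom and DESeq2, with 0 at an unadjusted p under 0.05 in each). As a list they did not pass camera (adjusted p = 0.079, and adjusted p = 0.327 with an estimated correlation), but were lower by it without NGF replicate 1 (adjusted p = 0.033). Of these, *Pcnt*, which encodes the centrosomal protein pericentrin, was at 12.6 ± 4.4 CPM (SD, n = 3) without NGF and 8.32 ± 8.96 CPM (SD, n = 3) with NGF. *Cdh1*, the gene of E-cadherin, was at 5.06 ± 5.96 CPM (SD, n = 3) and 1.80 ± 2.27 CPM (SD, n = 3). *Tmem150c* was at 27.9 ± 3.87 CPM (SD, n = 3) and 25.1 ± 7.84 CPM (SD, n = 3). *Stoml3*, the gene of a stomatin-like membrane protein, had between 2 and 11 counts per sample and lay under the filter, so that a difference was not detectable at this depth.

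The list of mechanically gated channels, which included *Trpa1*, held 8 tested genes, 3 with a positive and 5 with a negative log2 fold change. *Trpc6*, a cation channel gene, fell when adjusted over the list alone (adjusted p = 0.045, from edgeR). It had 81, 9 and 21 counts in the CTL samples and 0 in each NGF sample, which is at least 13.5-fold lower at a floor of 3 counts per library (5.46-fold without CTL replicate 1), and the call was lost whichever of the 6 samples was left out (adjusted p = 0.104 to 0.227), with limma-voom, without a filter and with the replicate number as a block (0.199). *Piezo1* was at 2.53 ± 1.62 CPM (SD, n = 3) in CTL and 0.731 ± 0.845 CPM (SD, n = 3) with NGF, and *Tmem120a* at 64.4 ± 9.09 CPM (SD, n = 3) and 54.2 ± 14.8 CPM (SD, n = 3). *Tmc1* had no count in any sample. The list as a whole was lower by the camera set test (adjusted p = 0.047), a call that was not kept with an estimated correlation (adjusted p = 0.327 with an estimated correlation), without CTL replicate 1 or 3 (adjusted p = 0.096 and 0.186), without NGF replicate 2 or 3 (adjusted p = 0.053 and 0.477), under the stricter filter (0.559), with limma-voom (0.109) or with the replicate number as a block (0.060). Exons of *Piezo1*, *Pcnt* and *Tmem150c* overlap those of other genes on the opposite strand, and no strand information is given for the reads.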

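The PSPEP2 genes, which mark a class of peptidergic nociceptors, were expressed in all 6 samples. *Calca*, which encodes the neuropeptide CGRP, was at 15558 ± 2558 CPM (SD, n = 3) without NGF and 15199 ± 1624 CPM (SD, n = 3) with NGF, the highest level of all genes tested. The serotonin-gated channel gene *Htr3a* was at 1012 ± 479 CPM (SD, n = 3) and 665 ± 121 CPM (SD, n = 3), and the NGF receptor gene *Ntrk1* at 1007 ± 439 CPM (SD, n = 3) and 677 ± 442 CPM (SD, n = 3). *Nos1*, the gene of neuronal nitric oxide synthase, had 49.6 ± 32.4 CPM (SD, n = 3) and 56.7 ± 17.0 CPM (SD, n = 3), and *Ly6e* 41.2 ± 14.3 CPM (SD, n = 3) and 31.8 ± 11.3 CPM (SD, n = 3). *Chrna3* itself was at 4826 ± 1840 CPM (SD, n = 3) and 3737 ± 1060 CPM (SD, n = 3).

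*Tac1*, the precursor gene of substance P, fell with NGF when adjusted over the list of the 7 PSPEP2 genes alone, from 2743 ± 655 CPM (SD, n = 3) to 1417 ± 57.1 CPM (SD, n = 3). This is a log2 fold change of -0.97 (standard error 0.21, adjusted p = 0.748 over all genes from edgeR). Every NGF sample lay below every CTL sample (two-sided exact permutation test without pairing, p = 0.1, the smallest that 3 samples against 3 allow). The call was lost without CTL replicate 1 (adjusted p = 0.052 over the list), NGF replicate 1 (0.056) or NGF replicate 2 (0.060). None of the other 6 genes passed the test. As a group the 7 genes were lower with NGF by camera (adjusted p = 0.017), and the call was lost with an estimated correlation (adjusted p = 0.327 with an estimated correlation) and without CTL replicate 1 (0.199), NGF replicate 2 (0.053) or NGF replicate 3 (0.127).

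Of the 3 genes that the paper lists as not co-expressed, *Cyp2j12* was at 1.88 ± 0.662 CPM (SD, n = 3) without NGF and 4.16 ± 2.07 CPM (SD, n = 3) with NGF. *Prrx2* was at 0 in 2 CTL samples and reached 1.10 CPM in the remaining one, and it lay between 0.028 and 0.282 CPM with NGF. *Etv1*, the gene of an ETS transcription factor, was at 21.9 ± 4.04 CPM (SD, n = 3) and 13.5 ± 3.44 CPM (SD, n = 3), and had between 405 and 1000 counts per sample. Over the means of all 6 samples, the lowest PSPEP2 gene stood 2.06-fold above the highest of these 3 genes. Within single samples this ratio ran from 0.983 in CTL replicate 3, where *Ly6e* lay below *Etv1*, to 3.50 in NGF replicate 1. Exons of *Nos1* overlap those of a gene on the opposite strand.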

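*Tmem100* was higher in every NGF sample than in every CTL sample, and edgeR's test with all 6 samples gave it the smallest p of all genes kept by the filter. Its level was 44.6 ± 12.6 CPM (SD, n = 3) without NGF and 169.8 ± 15.1 CPM (SD, n = 3) with NGF. The fitted fold change was 3.75, a log2 fold change of 1.91 (standard error 0.26, 95% confidence interval 1.32 to 2.49). Transcripts of the channels that the paper discusses with TMEM100 were present in both conditions. *Trpv1*, the gene of the heat and capsaicin receptor, was at 313 ± 130 CPM (SD, n = 3) and 248 ± 23.0 CPM (SD, n = 3), and *Trpa1*, the gene of a receptor for irritants, at 129 ± 87.0 CPM (SD, n = 3) and 147 ± 91.0 CPM (SD, n = 3). By mean CPM these levels were at the percentile 95.8 of the tested genes for *Trpv1* and 90.2 for *Trpa1*. Within the CTL samples *Trpa1* ran from 28.8 to 185 CPM, a wider range than the difference between the conditions.

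*Tmem100* lies on the + strand of chromosome 11 of GRCm38 from 90030348 to 90036508. Its 1 transcript in GENCODE vM21 has 3 exons, of which exon 1 (90030348 to 90030743) and exon 2 (90033590 to 90033727) are untranslated. Exon 3 (90035276 to 90036508) holds the whole coding sequence of 134 codons, from 90035349 to 90035750, and a 3' untranslated region. No other gene shares exon bases with it on either strand.

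Over all 15504 genes the adjusted p of *Tmem100* was 0.501 from edgeR's quasi-likelihood test, 0.28 from limma-voom and 4.2e-08 from the DESeq2 Wald test. In 3 simulations of such counts, DESeq2 called 248 unchanged genes in all at an adjusted p under 0.05, edgeR 26 and limma-voom 16. The unadjusted p from edgeR's model across all genes was 6.71e-05. DESeq2 gave a smaller p to *Ly86*, *Pdyn*, *Ccr3* and *Gpr119*, and limma-voom to *Ly86*. With the replicate number as a block, edgeR gave a smaller p to genes that included *Ly86*, *Pdyn*, *Flrt3* and *Irf2bpl*. From the up-regulation of TMEM100, from the earlier report that TMEM100 releases TRPA1 from inhibition by TRPV1, and from the expression of both channels in these neurons, the paper reasons that TMEM100 merited attention.

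**Figure D1:**
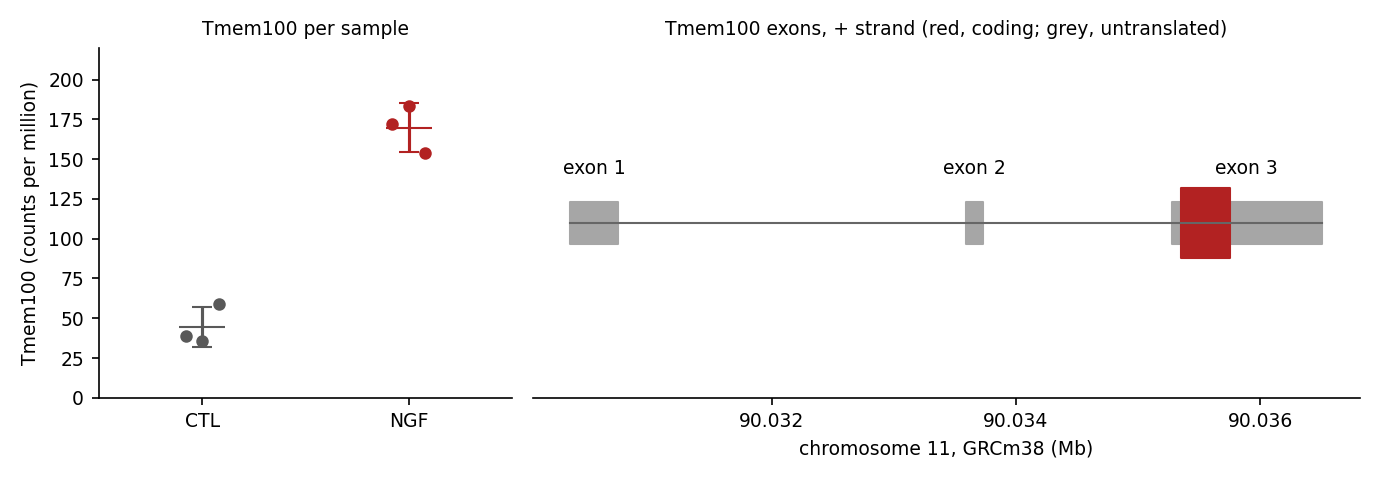
Left, CPM of *Tmem100* in each of the 6 samples (dots), with the mean (horizontal bar) and SD (error bar) of the 3 samples per condition. The NGF samples sit between 154 and 184 CPM and the CTL samples between 35.6 and 59.1 CPM. Right, the 3 exons of *Tmem100* drawn to scale on chromosome 11, with the position in Mb on the horizontal axis, exons in grey and the coding part of exon 3 in red.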

Importantly, quantitative real-time PCR (qPCR) confirmed the NGF-induced up-regulation of TMEM100 in cultured CHRNA3-EGFP^+^ MIAs and further showed that no other major nociceptor subpopulation exhibits significant changes in TMEM100 expression upon NGF treatment (Fig. 1e).

**Fig. 1:**
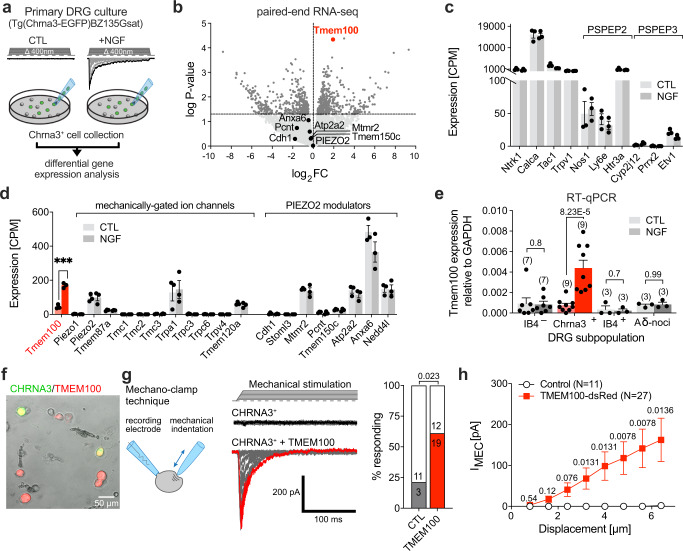
NGF treatment selectively upregulates TMEM100 in silent nociceptors. **a** Cartoon depicting the RNAseq screen workflow. **b** Volcano plot showing the mean fold-change of expression upon 24 h NGF treatment (log_2_FC) vs. the log *P*-value determined by paired-end RNAseq (*n* = 3 biologically independent samples, 20 cells per sample, from three different mice; two-sided Student’s T-test). **c** Comparison of the mean ± SEM expression levels (counts per million, CPM) of peptidergic nociceptor subclass markers and **d** mechanically-gated ion channels and PIEZO2 modulators, determined by RNAseq in CHRNA3-EGFP^+^ neurons cultured with and without NGF, using two-sided Students t-test (***, *P* = 4.59843E-05; *N*-numbers are the same as in **b**). **e** Comparison of the mean ± SEM expression levels of TMEM100 (normalized to GAPDH expression) determined by qPCR in the indicated nociceptor subclasses, cultured without (CTL) and with NGF. To enable identification of peptidergic C-fiber nociceptors, non-peptidergic C-fiber nociceptors and Aδ-fiber nociceptors for sample collection, cultures were prepared from Tg(Npy2r-cre)SM19Gsat/Mmucd x B6;129S-Gt(ROSA)26Sortm32(CAG-COP4*H134R/EYFP)Hze/J (Npy2r^Cre^;ChR2-EYFP) mice, in which Aδ-fiber nociceptors express EYFP and were additionally labeled with Alex-Fluor-568 conjugated Isolectin B4 (IB4), which selectively binds to non-peptidergic C-fiber nociceptors. Numbers of samples (20 cells each) per subpopulation are indicated in brackets above the bars and individual values are shown as dots (two-sided Mann-Whitney test: *P*-values provided above bars). **f** Image showing cultured DRG neurons from CHRNA3-EGFP mice transfected with TMEM100-dsRed. **g** Cartoon depicting the mechano-clamp configuration of the patch-clamp technique (left, originally published in Verkest et al. 10.1038/s41467-022-28974-6 Nat Commun), example traces of mechanically-evoked currents in CHRNA3-EGFP^+^ control cells (middle, top) and in TMEM100-dsRed-transfected CHRNA3-EGFP^+^ cells (middle, bottom) as well as bar graph showing the proportion of cells responding to mechanical stimulation. Proportions were compared with two-sided Fisher’s exact test (*P* = 0.023). **h** Mean ± SEM peak amplitudes of mechanically-evoked currents are shown as a function of membrane displacement for control (white circles) and TMEM100 transfected cells (red squares). Current amplitudes were compared using multiple two-sided Mann-Whitney tests (*P*-values are provided above the symbols). N-numbers differ from **g**, because some recordings crashed before maximal mechanical stimulation. Source data are provided as a Source Data file.

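As lists, genes of ERK signaling and of axon injury lay on opposite sides of the other genes with NGF, while members of each list went either way. The list of ERK feedback regulators and targets was higher by camera (19 genes tested, 13 with a positive log2 fold change, median 0.48, adjusted p = 0.0014), and the injury and regeneration list was lower (27 tested, 20 negative, median -0.42, adjusted p = 5.1e-05). Both calls were lost with an estimated correlation (adjusted p = 0.231 with an estimated correlation for each). When adjusted over the list alone, the feedback inhibitors *Spred1* and *Spry4* and the ETS factor gene *Etv5* rose, with log2 fold changes of 1.17, 2.36 and 0.93. Of the 6 fits that leave out a sample, 5 kept the call of *Spred1*, 2 that of *Spry4* and 1 that of *Etv5*. In the injury list the transcription factor genes *Sox11* and *Atf3* and the adhesion gene *Flrt3* fell when adjusted over the list alone. The calls of *Sox11* and *Flrt3* held in all 6 fits that leave out a sample, that of *Atf3* in 3. With the replicate number as a block in edgeR, *Tnfrsf12a* (adjusted p = 0.015) and *Lifr* (0.043) also passed over this list. Without NGF replicate 1 the median of the ERK list was 0.29, and without NGF replicate 2 that of the injury list was -0.68. *Flrt3* was at 869 ± 266 CPM (SD, n = 3) without NGF and 209 ± 92.8 CPM (SD, n = 3) with NGF, *Sox11* at 445 ± 142 CPM (SD, n = 3) and 133 ± 29.6 CPM (SD, n = 3), and *Atf3* at 968 ± 146 CPM (SD, n = 3) and 370 ± 151 CPM (SD, n = 3).

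Markers of other cell types were tested in the same way. The satellite glia list was lower with NGF by camera (14 tested, 13 negative, median -1.33, adjusted p = 5.1e-05), as was the fibroblast list (10 tested, 9 negative, median -1.46, adjusted p = 0.0011). Neither call was kept with an estimated correlation (adjusted p = 0.325 with an estimated correlation for each), and the fibroblast call was lost without CTL replicate 1 (0.096) or NGF replicate 1 (0.086). *Apoe* and *Sparc* of the first list and *Dcn* and *Ogn* of the second fell when adjusted over the list alone, and these calls were lost with the replicate number as a block (adjusted p = 0.272, 0.259, 0.102 and 0.093). Of the 6 fits that leave out a sample, 1 kept the call of *Apoe*, 2 each those of *Sparc* and *Dcn*, and 3 that of *Ogn*. Without CTL replicate 1 the medians were -0.82 for satellite glia and -0.81 for fibroblasts, and without CTL replicate 2 the latter was -0.75. The markers summed to 433 ± 224 CPM (SD, n = 3) for satellite glia in CTL samples and 208 ± 41.7 CPM (SD, n = 3) in NGF samples, and to 456 ± 156 CPM (SD, n = 3) and 262 ± 74.6 CPM (SD, n = 3) for fibroblasts. The markers of myelinating Schwann cells, at a median of -0.35 over 13 genes, did not pass camera (adjusted p = 0.075, and adjusted p = 0.327 with an estimated correlation) except with DESeq2 (0.045). *Egr2*, one of them, also stands in the ERK list.

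Sympathetic neuron genes were lower by camera (6 tested, 4 negative, adjusted p = 0.0025, and adjusted p = 0.231 with an estimated correlation). The listed genes *Dbh*, *Slc6a2*, *Phox2b* and *Hand2* lay under the filter, at no more than 0.742 CPM in any sample of either condition. The call therefore does not show that RNA of sympathetic neurons was present. *Th*, the gene of the rate-limiting enzyme of catecholamine synthesis, and *Slc18a2*, the gene of the vesicular monoamine transporter, fell when adjusted over the list alone, *Th* from 201 ± 60.8 CPM (SD, n = 3) to 82.3 ± 6.97 CPM (SD, n = 3). The call of *Slc18a2* was lost with the replicate number as a block (adjusted p = 0.081), and without CTL replicate 2 or NGF replicate 2. *Th* is also the gene called in the list of low-threshold C-fiber neurons (adjusted p = 0.0035 by camera over 5 genes, and adjusted p = 0.231 with an estimated correlation), a list call that was lost without CTL replicate 1 (0.082), CTL replicate 3 (0.061) or NGF replicate 2 (0.214). In the list of metallothionein and NRF2 genes (11 tested, median 0.11, mean 0.43), which was higher by camera (adjusted p = 0.0036, and adjusted p = 0.325 with an estimated correlation), the metal-binding genes *Mt1* and *Mt2*, close paralogs, and the heme oxygenase gene *Hmox1* rose when adjusted over the list alone. With the block the call of *Mt2* was lost (adjusted p = 0.051). Of the 6 fits that leave out a sample, 5 kept the call of *Mt1*, 2 that of *Mt2* and 1 that of *Hmox1*. Without NGF replicate 3 this list lost its call (adjusted p = 0.083) and its median was -0.017, and the median was -0.0028 without CTL replicate 1, 0.40 without CTL replicate 3 and 0.31 without NGF replicate 1. Of 14 nociceptor transcription factors, *Isl1*, *Neurod1*, *Prrxl1* and *Hoxd1* rose when adjusted over the list alone, with log2 fold changes from 0.98 to 2.73, while the list did not pass camera (adjusted p = 0.075, and adjusted p = 0.327 with an estimated correlation). With the block the calls of *Neurod1* (adjusted p = 0.059), *Prrxl1* and *Hoxd1* (0.072 each) were lost. When each sample was left out in turn, the call of *Isl1* held in 4 of 6 fits, that of *Prrxl1* in 2, and those of *Neurod1* and *Hoxd1* in 1 each. The median of this list was -0.11 and changed sign with the samples left out, at -0.35 without CTL replicate 1, 0.080 without CTL replicate 2, 0.045 without CTL replicate 3 and -0.16 without NGF replicate 1 or 2. The 10 housekeeping genes had a median log2 fold change of 0.041, and of -0.030 without NGF replicate 3. Exons of *Neurod1*, *Mt2* and *Slc18a2* overlap those of other genes.

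Among single genes, 0 of 15504 had an adjusted p under 0.05 by edgeR's quasi-likelihood test and 0 by limma-voom, and 86 had one by DESeq2, 46 higher and 40 lower. In 3 simulations that held 200 changed genes each, DESeq2 also called 248 of the 43834 unchanged genes, summed over the 3 simulations, against 26 by edgeR. Of the genes changed by 1, 2, 3 and 4 on the log2 scale, 150 each over the 3 simulations, DESeq2 called 46, 125, 145 and 150. A large part of its simulated calls was thus false, so that the 86 cannot be read as a count of changed genes. At an unadjusted p under 0.05, the counts were 701 by edgeR (376 higher and 325 lower, with 775 expected by chance), 862 by limma-voom and 965 by DESeq2. The split by direction depended on the samples and the filter, as edgeR gave 437 higher and 728 lower without NGF replicate 1 and 539 higher and 606 lower without a filter. After *Tmem100*, the genes with the smallest unadjusted p in edgeR among those with a mean of at least 10 CPM and no overlap between the conditions were *Ly86*, the gene of an innate immune co-receptor, with 65.2 ± 30.2 CPM (SD, n = 3) in CTL and 502 ± 136 CPM (SD, n = 3) with NGF, and the opioid peptide gene *Pdyn*, with 1 count over the CTL samples and 169 to 2550 counts in the NGF samples. Toward lower levels they were *Sox11*, *Timp3*, *Flrt3* and *Th*. Of 29 calls made over a list alone, 6 held whichever sample was left out, namely those of *Ly86*, *Pdyn*, *Sox11* and *Flrt3*, and of *Th* in both the sympathetic and the C-fiber list, with that of *Pdyn* lost with limma-voom (adjusted p = 0.309). Of the others, that of *Spred1* was lost when samples were left out only without NGF replicate 1 (adjusted p = 0.072) and that of *Mt1* only without CTL replicate 3 (0.059).

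**Figure D2:**
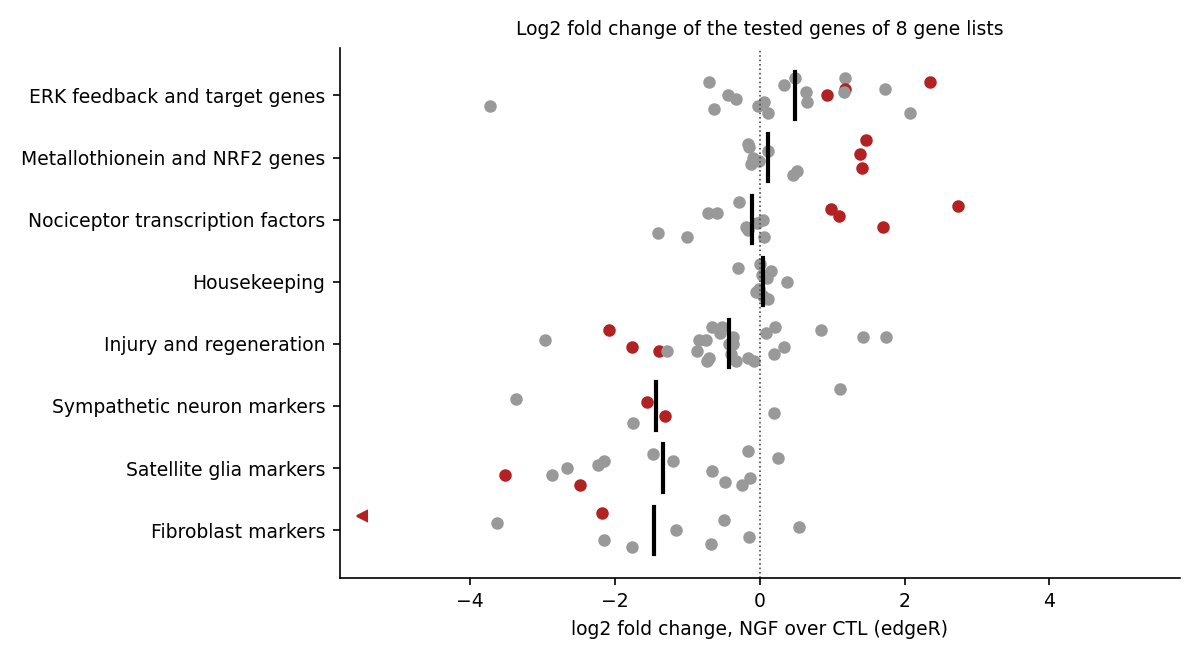
Log2 fold change of NGF over CTL from edgeR (horizontal axis) for every tested gene of 8 lists. Each dot is a gene, the black bar is the median of the list, red marks an adjusted p under 0.05 over the list alone, and the arrowhead beyond the axis is *Ogn*, which had 0 counts in all 3 NGF samples and is at least 47.9-fold lower at a floor of 3 counts per library (16.2-fold without CTL replicate 1). With all 6 samples the medians run from -1.46 for fibroblast markers to 0.48 for ERK genes.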

We thus next asked if the up-regulation of TMEM100 is involved in the acquisition of mechanosensitivity in MIAs. To this end we compared mechanotransduction currents of un-transfected CHRNA3-EGFP^+^ neurons with currents form CHRNA3-EGFP^+^ cells that were transfected with a plasmid encoding TMEM100-IRES-dsRed-express2 using an electrophysiological approach known as the mechano-clamp technique^31^. Here, transmembrane currents are recorded from cultured DRG neurons in the whole-cell configuration of the patch-clamp technique while the cell soma is mechanically stimulated with a fire-polished patch-pipette. Consistent with our previous results^19^, only a small proportion of un-transfected CHRNA3-EGFP^+^ cells (3/14) responded to mechanical stimulation with small inward currents (Fig. 1f–h). Strikingly, however, ~61% of the CHRNA3-EGFP^+^ neurons transfected with TMEM100 exhibited robust mechanotransduction currents that were significantly bigger than the small currents occasionally observed in control cells (Fig. 1g, h). When expressed in HEK293 cells, TMEM100 did not produce mechanotransduction currents nor did it modulate PIEZO2 mediated currents in these cells (Supplementary Fig. 1), indicating that TMEM100 is neither a channel itself nor a modulator of PIEZO2, but solely un-silences PIEZO2 in the specific cellular context of CHRNA3-EGFP^+^ MIAs.

### Intraarticular CFA injection induces knee joint pain and secondary allodynia in remote skin regions

To corroborate our in-vitro observations, we next examined the role of TMEM100 in the sensitization of MIAs in an in-vivo mouse model of Complete Freund’s adjuvant (CFA)-induced knee joint monoarthritis. We chose knee joint inflammation as the experimental model because (i) MIAs were shown to constitute ~50% of all articular nociceptive afferents^11,19^, (ii) because the levels of NGF, which induces up-regulation of TMEM100, are significantly increased in synovial fluid in rodent models of inflammatory knee joint pain as well as in patients with osteoarthritis^32,33^ and (iii) because anti-NGF antibodies alleviate joint pain in patients with osteoarthritis^34^, suggesting that NGF and possibly MIAs, may play an important role in the generation of knee joint pain.

Consistent with our previous study^19^, we found that the knee joint is densely innervated by CHRNA3-EGFP^+^ afferents that co-express calcitonin gene-related peptide (CGRP), which mostly terminate in Hoffa’s fat pad (Fig. 2a–c). As previously described^35^, intraarticular CFA injection caused prominent knee joint inflammation characterized by redness and swelling (Fig. 2d), which was accompanied by severe limping (Supplementary Movies S1 and S2)—indicative of primary hyperalgesia in the knee – and by secondary mechanical and thermal hypersensitivity in skin regions remote from the knee joint. Primary knee joint hyperalgesia was quantified with the Catwalk XT gait analysis system (Fig. 2e), which revealed that mice with an inflamed knee joint put less weight on the affected leg, evidenced by a reduction of the ratio of the foot print area of the ipsi- (left) and contralateral (right) hind paw (before, 1.07 ± 0.03 vs. 3 days post injection (dpi) CFA, 0.57 ± 0.07, *N* = 16, Students paired t-test, *P* = 2.6 × 10^−7^), and a reduction of the leg swing speed of the inflamed leg (before, 1.041 ± 0.017 vs. 3 dpi CFA, 0.634 ± 0.044, *N* = 16, Students paired t-test, *P* = 8 × 10^−9^; Fig. 2f). Since the Catwalk XT assay might not reveal all aspects of knee joint pain, we also monitored other behaviors that might be indicative of pain using the LABORAS system (laboratory animal behavior observation registration and analysis system, METRIS b.v) for an observation period of 16 h before and after saline and CFA injection, respectively. We did, however, not detect any significant changes in the frequency of episodes of grooming, drinking or immobility, which might be indicative of severe pain, but only observed a reduction in the total distance traveled and the frequency of rearing (Supplementary Fig. 2). In addition to primary knee joint pain (Catwalk XT) and overall well-being (LABORAS), we also assessed secondary mechanical and thermal hypersensitivity in the ipsilateral hind paw using the von Frey and Hargreaves tests, respectively. These tests showed that CFA-induced monoarthritis, markedly reduces the minimal force of punctate mechanical stimuli—applied with von Frey filaments to the plantar surface of the hind paw—required to evoked a paw withdrawal reflex from 0.87 ± 0.03 g before to 0.15 ± 0.03 g three days post CFA injection (Student’s paired t-test, *P* = 5.18 × 10^−12^; Fig. 2g). Likewise, the latencies of paw withdrawals evoked by heat stimulation of the hind paw were also significantly reduced (before, 6.03 ± 0.28 s vs. 3 dpi CFA 2.31 ± 0.11 s *N* = 16, Student’s paired t-test, P = 1.8 × 10^−9^, Fig. 2h). It should be noted that it is a matter of intense debate whether reflexive paw withdrawal evoked by stimulation with von Frey filaments indicates pain or solely mechanical hypersensitivity of nociceptors^36^ and thus we will hereafter refer to a reduction in paw withdrawal thresholds as secondary mechanical hypersensitivity.

**Fig. 2:**
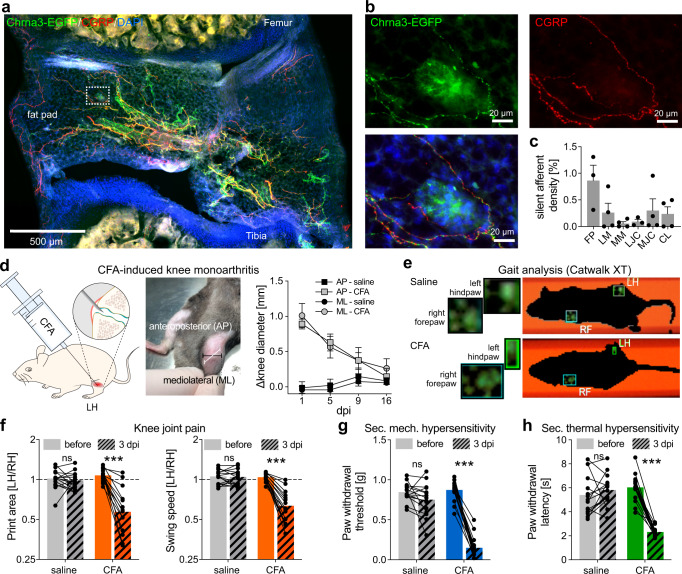
Intraarticular CFA injection induces knee joint pain and secondary mechanical hypersensitivity in the hind paw. **a** Representative image of a knee joint section immunostained for CGRP and EGFP. Note, only EGFP^+^ fibers that co-express CGRP are sensory afferents. CGRP^–^/EGFP^+^ fibers are sympathetic efferents (see Prato et al., 2017). **b** Close-up of the region marked by the white rectangle in **a**, emphasizing co-expression of EGFP and CGRP. **c** Quantification of silent afferent density (EGFP^+^/CGRP^+^ fibers) in anatomically defined regions. FP (Hoffa’s fat pad), LM (lateral meniscus), MM (medial meniscus), LJC (lateral joint capsule), MJC (medial joint capsule), CL (cruciate ligament). Bars represent means ± SEM from three different mice. For each mouse, at least three photomicrographs per anatomical region were analyzed and averaged. Means from each mouse are shown as black dots. **d** Cartoon depicting the experimental approach (left), photograph of an inflamed knee (middle) and time course (days post-injection, dpi) of saline- (*n* = 5 mice) and CFA-induced (*n* = 6 mice) changes in knee size (right). Data are presented as means ± SEM. **e** Freeze frames of Catwalk XT movies from saline (top) and CFA (bottom) treated mice. Note, CFA-treated mice only put little weight on the left hind paw (small foot print). **f** Comparison of the foot print area ratio (left/right hindpaw; LH/RH) and the leg swing time ratio (LH/RH) measured before (solid bars) and three day after (3 dpi, hatched bars) saline (gray) and CFA (orange) injection. Two-sided paired Student’s t-test (saline *N* = 15, CFA *N* = 16; print area CFA, *P* = 2.6 × 10^−7^; swing speed CFA P = 8 × 10^−9^). **g** Comparison of mechanical paw withdrawal thresholds before (solid bars) and three day after (3 dpi, hatched bars) saline (gray) and CFA (blue) injection. Paired two-sided Student’s t-test (saline *N* = 15, CFA *N* = 16; CFA, *P* = 5.18 × 10^−12^). **h** Comparison of thermal paw withdrawal latencies before (solid bars) and three day after (3 dpi, hatched bars) saline (gray) and CFA (blue) injection. Paired two-sided Student’s t-test (saline *N* = 15, CFA *N* = 16; CFA, *P* = 1.8 × 10^−9^). Source data are provided as a Source Data file.

### CFA-induced knee joint inflammation induces mechanosensitivity and potentiates TRPA1 activity in CHRNA3-EGFP^+^ afferents

To enable the examination of CFA-induced transcriptional and functional changes in MIAs, we next back-labeled sensory neurons that give rise to articular afferents by intraarticular injection of the retrograde tracer Fast Blue (FB) (Fig. 3a). Quantification of FB^+^ cells in serial sections of L3 and L4 DRGs, showed that this approach labeled a total of ~340 DRG neurons (191.5 ± 39.8 cells in L3 DRGs and 150.3 ± 56.7 cells in L4 DRGs, Fig. 3a). IB4-labeling of DRG cultures from FB-injected mice, further showed that 35.1% (108/308 FB^+^ cells) of the FB^+^ cells were CHRNA3-EGFP^+^, 25.3 % (78/308 FB^+^ cells) were small diameter (<30 µm) IB4^–^ peptidergic nociceptors and 26 % (80/308 FB^+^ cells) were large diameter neurons (Fig. 3b) that most likely give rise to group II articular afferents that detect innocuous stimuli. Only a small proportion of the retrogradely labeled neurons were IB4^+^ (13.6%, Fig. 3b), demonstrating that the great majority of nociceptive knee joint afferents are peptidergic (IB4^–^ and CHRNA3-EGFP^+^) and that CHRNA3-EGFP^+^ neurons account for ~47 % (108/228 FB^+^ nociceptors) of all articular nociceptive afferents. To test if intra-articular CFA injection up-regulates TMEM100 expression in knee joint afferents, we manually collected small diameter (<30 µm) IB4^–^/FB^+^ and CHRNA3-EGFP^+^/FB^+^ cells from acutely dissociated ipsi- and contralateral L3 and L4 DRGs (3 h in culture) 3 days after CFA treatment and measured TMEM100 expression levels using qPCR. This analysis revealed that, similar to in-vitro NGF treatment, CFA-induced knee joint inflammation selectively up-regulates TMEM100 in CHRNA3-EGFP^+^ MIAs but not in other C-fiber nociceptors (Fig. 3c). Interestingly TMEM100 expression levels only increased transiently and returned to baseline values 21 after CFA treatment (Fig. 3c).

**Fig. 3:**
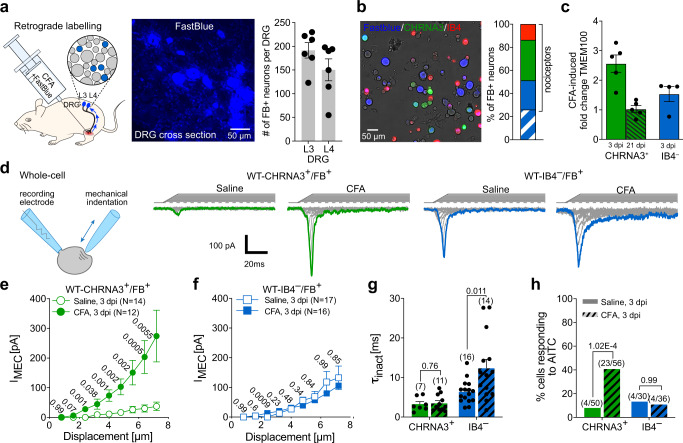
CFA-induced knee joint inflammation induces mechanosensitivity and potentiates TRPA1 activity in CHRNA3-EGFP^+^ afferents. **a** Cartoon depicting retrograde labeling of knee joint afferents (left), example image of FB^+^ neurons in DRG section (middle) and quantification of the mean ± SEM numbers of FB^+^ neurons in L3 and L4 DRGs from 6 mice. Dots represent individual values for each DRG. **b** Example image of a DRG culture from a CHRNA3-EGFP mouse after intraarticular FB (left). Stacked bar graph (right) shows the proportions of IB4^+^ cells (non-peptidergic nociceptors, red), MIAs (green), peptidergic nociceptors (IB4^–^, <30 µm, blue) and group-II articular afferents (IB4^–^, > 30 µm, blue hatched). **c** Quantification of CFA-induced changes in TMEM100 expression in FB-labeled MIAs and peptidergic nociceptors. Expression levels in ipsi- and contralateral DRGs (20 cells per sample), at the indicated timepoints, were compared by qPCR (ΔΔCt method). Bars represent means ± SEM and data from individual mice are shown as black dots (N = 5 mice for 3 and 21 dpi in CHRNA3^+^/FB^+^ cells and *N* = 4 for IB4^–^/FB^+^ cells). **d** Example traces of mechanically-evoked currents. **e**, **f** Comparison of the mean ± SEM peak amplitudes of mechanotransduction currents evoked by increasing membrane displacements of **e** MIAs and **f** peptidergic nociceptors from saline (open symbols) and CFA-treated (solid symbols) mice, using two-sided Mann-Whitney test (*P*-values are provided next to the symbols in **e** and **f**). **g** Comparison of the mean ± SEM inactivation time constants of the mechanically-evoked currents using two-sided T-test. *P*-values and N-numbers of independent experiments (numbers in brackets) are shown above the bars. **h** Comparison of the proportions of CHRNA3^+^/FB^+^ (green) and IB4^–^/FB^+^ (blue) DRG neurons from wildtype mice that exhibit Ca^2+^ transients (visualized with Calbryte-590, see Supplementary Fig. 3a, b) in response to the TRPA1 agonist AITC (10 µM) 3 dpi of saline (solid fill) or CFA (cross-hatched bars) using two-sided Fishers exact test (P-values above bars). Numbers above bars indicate the number of responders and number of tested cells. Panel d drawing originally published in Verkest et al. 10.1038/s41467-022-28974-6 Nat Commun Source data are provided as a Source Data file.

We next asked if mechanosensitivity of FB-labeled DRG neurons is altered in CFA-induced monoarthritis using the afore-describe mechano-clamp technique. In accordance with our previous results^19^, CHRNA3-EGFP^+^/FB^+^ neurons from saline injected animals did not show currents in response to mechanical stimulation of the plasma membrane (Fig. 3d, e). Following intraarticular CFA-injection (3 dpi), however, FB-labeled CHRNA3-EGFP^+^ neurons exhibited robust mechanotransduction currents that were significantly larger than the small inward currents occasionally observed in control animals (Fig. 3d, e). Interestingly, the amplitudes of the mechanotransduction currents of small-diameter IB4^–^ nociceptors were not altered in CFA-treated mice (Fig. 3f), but we observed a small, yet significant, increase in the inactivation time constants of these currents (Fig. 3g). Since TMEM100 was previously shown to potentiate the activity of TRPA1^29^, we also examined the responsiveness of FB-labeled neurons to the TRPA1 agonist allylisothiocyanate (AITC) using Calbryte-590 Ca^2+^-imaging. Strikingly, the proportion of CHRNA3-EGFP^+^/FB^+^ knee joint MIAs that responded to AITC was markedly increased from 8% (4/50 cells) in saline-treated mice to 41% (23/56 cells) in CFA-treated mice (Fig. 3h). Interestingly the proportion of AITC sensitive small diameter IB4^–^/FB^+^ neurons (putative polymodal C-fiber nociceptors) was not altered by CFA treatment (Fig. 3h), which was consistent with our observation that TMEM100 expression is not altered in these cells (Fig. 3c). We also observed a notable increase in the average response amplitude of CHRNA3-EGFP^+^ neurons, but given the small number of responding cells from saline-treated mice, this effect is difficult to interpret and might not be very meaningful (Supplementary Fig. 3a, b).

Taken together, our data showed that intraarticular CFA-injection causes knee joint pain and secondary hyperalgesia in the ipsilateral hind paw, which is accompanied by an upregulation of TMEM100, the potentiation of TRPA1 activity and, most importantly, the acquisition of mechanosensitivity in CHRNA3-EGFP^+^ neurons.

### TMEM100 knock-out mice develop normal inflammatory knee joint pain but no long-lasting secondary mechanical allodynia

We next asked if the pain phenotype of CFA-induced knee monoarthritis (Fig. 2f–h) is causally linked to the sensitization of CHRNA3-EGFP^+^ nociceptors and if this sensitization is induced by the upregulation of TMEM100. To this end we generated conditional TMEM100 knock-out mice, hereafter referred to as TMEM100KO mice, by crossing mice that carry a conditional allele for TMEM100^37^ with SNS-Cre mice, in which Cre-recombinase expression is driven by the voltage-gated sodium channel Na_v_1.8 promoter^38^ and is thus expressed in all nociceptors including CHRNA3-EGFP^+^ neurons^39^. We first compared primary knee joint pain, assessed by Catwalk XT gait analysis, in male wildtype (WT) mice that received intraarticular saline injections with male WT and TMEM100KO mice that received CFA injections, over a period of 21 days. WT mice that received CFA, exhibited significantly altered gait, indicative of knee joint pain, during the first seven days post CFA injection compared to saline treated animals. Surprisingly, CFA-treated TMEM100KO mice also developed knee joint pain and showed altered gait (Supplementary movie S3), which significantly differed from saline-treated WT mice (Supplementary movie S1) and was indistinguishable from gait observed in CFA-treated WT mice (Supplementary movie S2; Fig. 4a). Strikingly, however, secondary mechanical hypersensitivity in the ipsilateral hind paw was significantly attenuated in TMEM100KO mice. Thus, the von Frey paw withdrawal thresholds were only transiently reduced from day 3 until day 5 and returned to baseline values by day 7 in TMEM100KO mice, while WT mice exhibited long-lasting secondary mechanical allodynia, which persisted until the end of the examination period (21 dpi, Fig. 4b). Secondary thermal hypersensitivity was not altered in TMEM100KO mice (Fig. 4c).

**Fig. 4:**
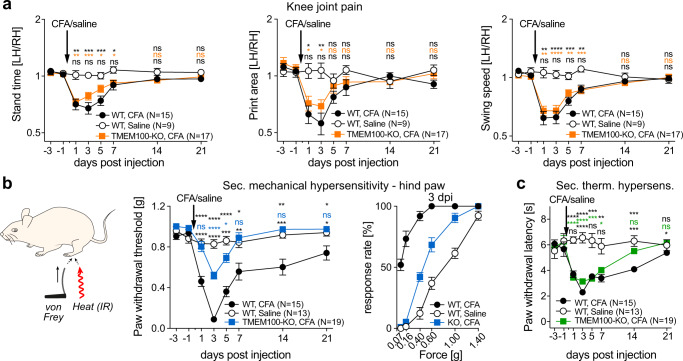
TMEM100 knock-out mice develop normal inflammatory knee joint pain but no long-lasting secondary mechanical hypersensitivity. **a** Comparison of the time courses of changes in stand time (left), foot print area (middle) and leg swing speed (right) of saline injected WT mice (white circles), CFA injected WT mice (black circles) and CFA injected TMEM100KO mice (orange squares). **b** Cartoon depicting the experimental approach for measuring secondary mechanical and thermal hypersensitivity in the ipsilateral hindpaw (left), time courses of changes in mechanical paw withdrawal thresholds of saline injected WT mice (white circles), CFA injected WT mice (black circles) and CFA injected TMEM100KO mice (blue squares) (middle) and responsiveness of WT mice (white circles), CFA injected WT mice (black circles) and CFA injected TMEM100KO mice (blue squares) three days post saline/CFA injection (3 dpi) to all tested von Frey filaments (right). Response rates were compared using 2-way ANOVA. *P*-values of multiple comparisons are as follows: WT-saline vs. WT-CFA, P_0.07g_ = 7.5E-08, P_0.16g_ = 2.8E-08, P_0.4g_ = 8.7E-12, P_0.6g_ = 7.5E-08, P_1g_ = 2.6E-06, P_1.4g_ = 1.2E-01; WT-saline vs. TMEM100KO-CFA, P_0.07g_ = 5.9E-01, P_0.16g_ = 3.3E-01, P_0.4g_ = 1.5E-04, P_0.6g_ = 7.8E-04, P_1g_ = 6.8E-05, P_1.4g_ = 1.2E-01; WT-CFA vs. TMEM100KO-CFA, P_0.07g_ = 5.2E-08, P_0.16g_ = 3.6E-08, P_0.4g_ = 3.9E-10, P_0.6g_ = 9.9E-05, P_1g_ = 6.1E-02, P_1.4g_ = not determined). **c** Time courses of changes in thermal paw withdrawal latencies of saline injected WT mice (white circles), CFA injected WT mice (black circles) and CFA injected TMEM100KO mice (green squares). **a**–**c** Symbols represent means ± SEM. Unless otherwise stated, ratios at different time points were compared using mixed model ANOVA and *P*-values of multiple comparisons are indicated above the white circles. Top, WT-saline vs. WT-CFA; middle, WT-saline vs. TMEM100KO-CFA; bottom, WT-CFA vs. TMEM100KO-CFA (*P < 0.05; **P < 0.01; ***P < 0.001; ns, *P* > 0.05, N-numbers are provided in the graph legends). Exact *P*-values and detailed statistical information is provided together with the source data as a Source Data file.

Since an increasing body of literature demonstrates sex differences with regards to pain sensitivity, we reproduced the behavioral experiments using female TMEM100KO mice. Interestingly, female mice exhibited the exact same pain phenotype as male mice with respect to primary and secondary hypersensitivity (Supplementary Fig. 4) indicating a sex-independent role of TMEM100 in inflammatory pain.

### CFA-induced knee joint inflammation fails to sensitize CHRNA3-EGFP^+^ neurons to mechanical stimuli in TMEM100 knock-out mice

We next examined the role of TMEM100 in the acquisition of mechanosensitivity and the potentiation of TRPA1 activity in CHRNA3-EGFP^+^ knee joint afferents in CFA-induced monoarthritis. Patch-clamp recordings from FB-labeled articular MIAs showed that CHRNA3-EGFP^+^ neurons from TMEM100KO mice did not acquire mechanosensitivity during CFA-induced inflammation (Fig. 5a, b) and that mechanosensitivity of FB^+^/IB4^–^ neurons was also not altered (Fig. 5a–d). Moreover, in accordance with the previously proposed role of TMEM100 in disinhibiting TRPA1^29^, neither the proportion of AITC-sensitive CHRNA3-EGFP^+^ knee joint afferents (Fig. 5e) nor the magnitude of the responses were altered by CFA treatment in TMEM100KO mice (Supplementary Fig. 3c). AITC responses of small diameter IB4^–^ nociceptors were also not altered (Fig. 5e and Supplementary Fig. 3d). Considering the small number of AITC-sensitive IB4^–^/FB^+^ cells from saline treated animals, definitive conclusions about differences in AITC response magnitude can, however, not be drawn.

**Fig. 5:**
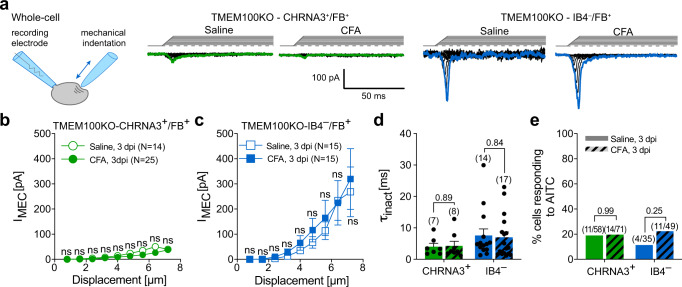
CFA-induced knee joint inflammation fails to sensitize CHRNA3-EGFP^+^ neurons to mechanical stimuli in TMEM100 knock-out mice. **a** Cartoon depicting the mechano-clamp configuration of the patch clamp technique (left, originally published in Verkest et al. 10.1038/s41467-022-28974-6 Nat Commun) and example traces of mechanically-evoked currents in the indicated cell types and conditions (right). Note, in contrast to WT mice, CHRNA3-EGFP^+^ neurons from TMEM100KO mice do not acquire mechanosensitivity during CFA-induced inflammation. **b,** **c** mean ± SEM peak amplitudes of mechanically-evoked currents are shown as a function of membrane displacement for **b** MIAs and **c** peptidergic nociceptors from saline (open symbols) and CFA-treated (solid symbols) mice. Current amplitudes were compared using two-sided Mann-Whitney test (*P*-values for **b** from left to right: ns = 0.99, ns = 0.45, ns = 0.21, ns = 0.57, ns = 0.33, ns = 0.21, ns = 0.22, ns = 0.12, ns = 0.55; *P*-values for **c** from left to right: ns = 0.99, ns = 0.99, ns = 0.25, ns = 0.4, ns = 0.73, ns = 0.99, ns = 0.47, ns = 0.5, ns = 0.92). **d** Comparison of the mean ± SEM inactivation time constants of mechanically evoked using two-sided unpaired t-tests (*P*-values are provided above bars and individual values are shown as dots. **e** Comparison of the proportions of CHRNA3^+^/FB^+^ (green bars) and IB4^–^/FB^+^ (blue bars) DRG neurons from TMEM100KO mice that exhibit Ca^2+^ transients (visualized with Calbryte-590, also see Supplementary Fig. 3c, d) in response to the TRPA1 agonist AITC (10 µM) 3 days post injection (3 dpi) of saline (solid fill) or CFA (cross-hatched bar) using two-sided Fishers exact test (*P*-values are indicated above the bars. Numbers in brackets above the bars indicate the number of responders and number of tested cells. Source data are provided as a Source Data file.

Hence, our data indicates that CFA-treatment selectively upregulates TMEM100 in CHRNA3-EGFP^+^ MIAs (Fig. 3c), where it induces the acquisition of mechanosensitivity and the potentiation of TRPA1 (Figs. 3e–h and 5 and Supplementary Fig. 3). These findings together with the observation that paw withdrawal thresholds, but not knee joint pain, was greatly attenuated in TMEM100KO mice during CFA-induced knee inflammation (Fig. 4), suggest that the un-silencing of articular MIAs triggers the development of secondary mechanical hypersensitivity.

### Sensitization of cutaneous C-fiber nociceptors contributes to secondary mechanical allodynia

It is well established that central sensitization—i.e., a strengthening of synaptic transmission in pain processing circuits in the spinal cord—contributes to the development of secondary mechanical hypersensitivity^40,41^. Considering the remarkable reduction of paw withdrawal thresholds in CFA-induced knee joint monoarthritis (Fig. 4b), however, we asked if sensitization of cutaneous nociceptors also plays a role. To test this hypothesis, we directly measured the mechanosensitivity of C-fiber and Aδ-fiber nociceptors in the tibial nerve, which innervates the plantar surface of the hind paw, by recording mechanically evoked action potentials from single nerve fibers in an ex-vivo skin-nerve preparation from mice that had received intraarticular CFA. In each single unit recording, we first determined the conduction velocity (CV) of the fiber for classification as a C-fiber (CV < 1 m/s) or an Aδ-fiber (CV 1–10 m/s) and the mechanical activation threshold using von Frey filaments, which were also used to determine the paw withdrawal thresholds in the behavioral experiments (Fig. 6a–c and Supplementary Fig. 5). The recordings revealed, that 40% of the cutaneous C-fiber nociceptors from mice with CFA-induced knee monoarthritis, are activated by von Frey filaments of 0.16 g and below and virtually all C-fibers (90%) responded to von Frey filaments of 0.4 g and below (Fig. 6c). By contrast, not a single C-fiber nociceptor from saline-treated control mice responded to von Frey stimuli ≤ 0.16 g and only ~17% were activated by the 0.4 g filament (Fig. 6c). Likewise, the proportion of cutaneous Aδ-fiber nociceptors that responded to von Frey stimuli ≤ 0.16 g was also significantly larger in CFA-treated WT mice, but this difference was less pronounced than in C-fibers (Supplementary Fig. 5b). Most importantly, the sensitivity of cutaneous C-fiber and Aδ-fiber nociceptors from TMEM100 KO mice was not altered by intra-articular CFA injection (Fig. 6c and Supplementary Fig. 5b).

**Fig. 6:**
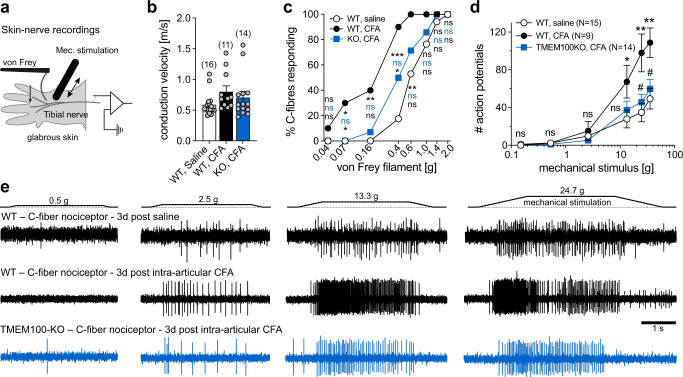
Sensitization of cutaneous C-fiber nociceptors contributes to secondary mechanical hypersensitivity. **a** Cartoon depicting the experimental approach. **b** Scatter dot plots of the conduction velocities [m/s] of the examined afferent fibers from the indicated mice. Bars represent means ± SEM. **c** Comparison of the proportions of C-fiber nociceptors that respond to mechanical stimulation with the indicated von Frey filaments. The proportions were calculated from all C-fibers (same N-numbers as in b) recorded from 3 different mice per group and were compared pairwise using the two-sided Chi-square test. *P*-values (ns, *P* > 0.05; *P < 0.05; **P < 0.01, ***P < 0.001) are provided next to the symbols in the graph and refer to WT-saline vs. WT-CFA (top, black), WT-saline vs. TMEM100KO-CFA (middle, blue) and WT-CFA vs. TMEM100KO (bottom, black). Exact *P*-values are provided together with additional statistical information in the source data file. **d** Comparison of the firing rates evoked by a series of ramp-and-hold stimuli with increasing amplitudes that exerted the indicated force to the receptive fields. Symbols represent the mean ± SEM numbers of action potentials, which were compared using multiple two-sided Mann-Whitney tests. (WT-saline vs. WT-CFA: *P < 0.05; **P < 0.01; WT-CFA vs. TMEM100KO-CFA: #*P* < 0.05). Exact *P*-values are provided together with additional statistical information in the source data file. **e** Example traces of mechanically-evoked action potentials recorded from single nerve fibers from the tibial nerve of WT mice 3 days post intraarticular saline (top), WT mice 3 dpi CFA (middle) and TMEM100KO mice 3 dpi CFA (bottom). Source data are provided as a Source Data file.

In addition to von Frey thresholds we also examined the effect of CFA-treatment on the supra-threshold firing patterns of C- and A-fiber nociceptors. To this end, we applied a series of ramp-and-hold stimuli of increasing magnitude to the receptive fields using a piezoelectric micromanipulator. These experiments showed that cutaneous C-fibers from CFA-treated mice fired significantly more action potentials in response to suprathreshold mechanical stimuli (Fig. 6d, e). Aδ-fiber nociceptors also showed a trend towards higher firing rates, which was, however, only significant for the strongest tested stimulus (Supplementary Fig. 5a, c). Strikingly, the mechanical activation thresholds and the firing rates of both C-fiber nociceptors and Aδ-fiber nociceptors from CFA-treated TMEM100KO mice were indistinguishable from those of saline-treated WT control mice (Fig. 6d, e and Supplementary Fig. 5a, c).

Taken together, these results show that CFA-induced knee joint inflammation shifts the mechanosensitivity of a large subset of cutaneous C-fiber nociceptors towards innocuous mechanical stimuli, which correlates with the leftward shift of the paw withdrawal thresholds in the same mice and therefore suggests that the sensitization of cutaneous C-fiber and Aδ-fiber nociceptors also contributes to secondary mechanical hypersensitivity in the hind paw induced by knee joint inflammation.

### Overexpression of TMEM100 in articular afferents induces secondary allodynia in the hind paw but no knee joint pain

The observation that inhibition of un-silencing of MIAs by knocking out TMEM100 prevents the development of long-lasting secondary mechanical hypersensitivity, suggested that the primary function of MIAs might be to induce secondary mechanical hypersensitivity. To test this hypothesis, we next un-silenced articular MIAs without inducing an inflammation. To this end, we selectively overexpressed TMEM100 in knee joint afferents by intra-articular injection of an AAV-PHP.S-TMEM100-Ires-dsRed virus (30 µl, 1.5 × 10^11^ vg; Fig. 7a). Four days after intraarticular AAV-PHP.S-TMEM100-Ires-dsRed administration, we observed prominent dsRed fluorescence in a total of 339 ± 7 neurons in ipsilateral L3 and L4 DRG (Fig. 7a), which—considering that TMEM100 and dsRed are coupled with an IRES cassette—indicates TMEM100 overexpression. Most importantly, we observed numerous dsRed expressing nerve fibers in the saphenous nerve proximal to the knee (Fig. 7b), which includes the medial articular nerve that supplies the knee joint and in which silent nociceptors had first been described^11^, but hardly any dsRed^+^ fibers in the tibial nerve distal to the knee, which contains cutaneous afferents that supply the plantar surface of the hind paw (Fig. 7b). Hence, intraarticularly administered AAV-PHP.S-TMEM100-Ires-dsRed causes selective overexpression of TMEM100 in knee joint afferents, but not in afferents that supply the plantar surface of the hind paw. Interestingly, TMEM100-overexpressing mice exhibited normal gait, indicating that un-silencing of knee joint MIAs does not trigger knee joint pain (Fig. 7c). Strikingly, however, these mice developed profound mechanical hypersensitivity in the ipsilateral hind paw five days post AAV injection, which persisted until the end of the observation period (21 dpi; Fig. 7d). Thus, the mechanical paw withdrawal thresholds decreased from 0.92 ± 0.066 g (−1 dpi) to 0.373 ± 0.035 g (14 dpi). Mice that received a control virus without TMEM100 (AAV-PHP.S-dsRed) did not show any signs of mechanical hypersensitivity. We also monitored other behaviors that might be indicative of pain using the LABORAS system, but did not observe any significant differences between TMEM100-overexpressing and control mice (Supplementary Fig. 6).

**Fig. 7:**
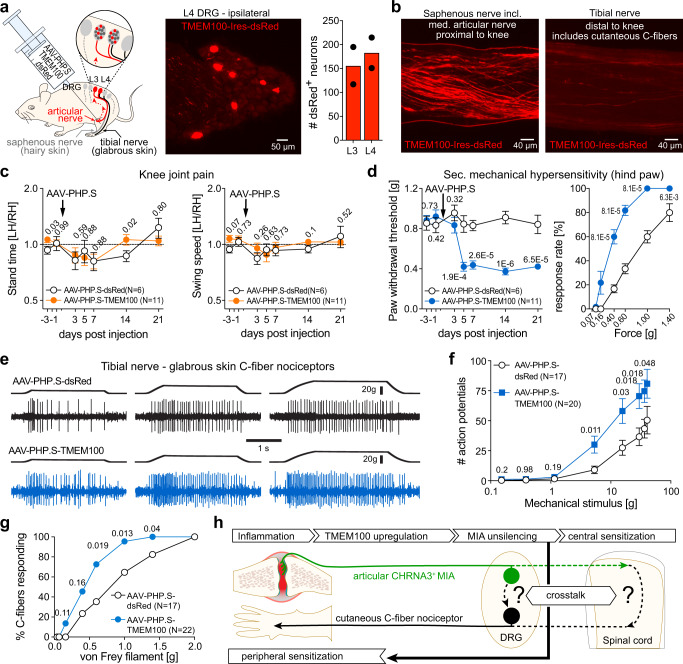
Overexpression of TMEM100 in articular afferents induces secondary mechanical hypersensitivity in the hind paw but no knee joint pain. **a** Cartoon depicting the experimental approach (left), image of a DRG section from a mouse that had received intraarticular AAV-PHP.S-TMEM100-Ires-dsRed (middle) and quantification of the mean ± SEM number of dsRed^+^ neurons (right) in L3 and L4 DRGs from two mice. **b** dsRed fluorescence in the tibial nerve distal to the knee (right) and the saphenous (left) nerve proximal to the knee which contains the medial articular nerve. **c** Comparison of the mean ± SEM stand time (left) and leg swing speed ratios (right) of WT mice at the indicated timepoints after i.a. injection of AAV-PHP.S-dsRed control virus (white circles) and AAV-PHP-S-TMEM100-Ires-dsRed (orange circles). Ratios were compared using multiple two-sided Mann-Whitney tests (*P*-values and N-numbers are provided next to the symbols and in the graph legend). **d** Comparison of the mean ± SEM mechanical paw withdrawal thresholds (left) and the response rates at 14 dpi (right, % paw withdrawals in response to five successive stimulations with the indicated von Frey filaments) of the same mice as in **c**, using two-sided Mann-Whitney test (P-values are provided next to the symbols; number of tested animals is the same in both panels and is indicated in the graph legend). **e** Example traces of mechanically-evoked action potentials recorded from cutaneous C-fiber nociceptors in the tibial nerve from control mice (top, AAV-PHP.S-dsRed) and from mice that overexpress TMEM100 in articular afferents (bottom, AAV-PHP.S-TMEM100-Ires-dsRed). **f** Comparison of the firing rates evoked by ramp-and-hold stimuli that exerted the indicated force to the receptive fields. Symbols represent means ± SEM numbers of action potentials, which were compared using multiple two-sided Mann-Whitney tests (exact P-values are provided next to the symbols). **g** comparison of the proportions of C-fiber nociceptors that respond to mechanical stimulation with the indicated von Frey filaments. The proportions were compared pairwise using two-sided Chi-square test (exact P-values are provided next to the symbols). **h** cartoon depicting the proposed mechanism underlying the induction of secondary hypersensitivity. Source data are provided as a Source Data file.

In accordance with the behavioral outcome of TMEM100 over-expression in articular afferents, single-unit action potential recordings from a tibial nerve-glabrous skin preparation showed that cutaneous C-fiber nociceptors fire about twice as many action potentials in response to supra-threshold stimuli and have significantly reduced von Frey thresholds in mice that overexpress TMEM100 in articular afferents compared to mice that had received a control virus (Fig. 7e–g). Similar to CFA-treatment, TMEM100 overexpression in articular afferents also reduced the mechanical activation thresholds of cutaneous Aδ-fiber nociceptors and increased the action potential firing rate in response to suprathreshold stimuli (Supplementary Fig. 7).

In summary, our data shows that TMEM100 overexpression-induced un-silencing of mechanically insensitive articular afferents is sufficient to trigger mechanical hypersensitivity in remote skin regions (Fig. 7d). Together with the observation that TMEM100 is specifically up-regulated in MIAs during CFA-induced inflammation and that knock-out of TMEM100 exclusively abolishes long-lasting secondary mechanical hypersensitivity, these results suggest that sensory input from unsilenced MIAs is the main trigger for the induction of secondary mechanical hypersensitivity (Fig. 7h).

## Discussion

The peculiar properties of MIAs have fueled speculations about a prominent contribution to inflammatory pain ever since they had first been described more than thirty years ago^11,17,42^, but hitherto, neither the molecular mechanism underlying their un-silencing, nor their exact role in pain signaling have been deciphered.

With regards to the molecular mechanism of MIA un-silencing, we have previously shown that in-vitro NGF-induced un-silencing requires de-novo gene transcription and that mechanosensitivity in MIAs is mediated by the mechanically-gated ion channel PIEZO2, the expression of which is, however, not changed during un-silencing (Fig. 1d)^19^. Here we show that TMEM100 is specifically up-regulated in CHRNA3-EGFP^+^ MIAs during inflammation (Figs. 1d, e and 3c) and demonstrate that over-expression of TMEM100 is sufficient to un-silence MIAs in-vitro (Fig. 1f–h), whereas knock-out of TMEM100 prevents un-silencing in a mouse model of CFA-induced monoarthritis (Fig. 5b, d). Considering that CHRNA3-EGFP^+^ MIAs express high levels of PIEZO2 even in conditions in which they are not mechanosensitive^19^ (Fig. 1d) and that PIEZO2 does not require the presence of an auxiliary subunit for normal function, we hypothesize that PIEZO2 is somehow kept ‘silent’ in these neurons under normal conditions and is primed by the up-regulation of TMEM100. 

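*Piezo2* transcripts were present in each CTL sample, at 76.7, 120.3 and 90.9 CPM, which correspond to 2638, 3485 and 3430 counts. With NGF the samples had 115, 123 and 59.7 CPM. The mean over the CTL samples was 96.0 ± 22.2 CPM (SD, n = 3) and that over the NGF samples 99.4 ± 34.6 CPM (SD, n = 3). The difference lay within the spread of either condition (two-sided exact permutation test without pairing, p = 0.9, where 3 samples against 3 cannot give less than 0.1). By its mean over all samples, *Piezo2* stood at the 86th percentile of the tested genes. Of the other tested genes in the list of mechanically gated channels, all but *Trpa1* stood at lower levels. The paper states that, to its authors' knowledge, indenting the membrane does not activate TRPA1. *Trpc3* was at 2.88 ± 3.02 CPM (SD, n = 3) in the CTL samples, *Tmc3* at 2.51 ± 1.55 CPM (SD, n = 3) and *Tmem87a* at 24.2 ± 4.94 CPM (SD, n = 3). *Piezo2* lies on the - strand of chromosome 18 of GRCm38, from 63010213 to 63387183. Exons of *Tmc3* and *Tmem87a* overlap those of other genes on the opposite strand.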

CHRNA3-EGFP^+^ MIAs express four known PIEZO2 inhibitors, namely MTMR2^23^, SERCA2 (Atp2a2)^27^, Annexin A6 (Anxa6)^26^ and Nedd4-2^28^, but since neither of them is down-regulated by NGF (Fig. 1sd) and all four are ubiquitously expressed in sensory neurons^2^, it seems highly unlikely that any of them is involved in keeping PIEZO2 silent in MIAs. Hence, while our study identified TMEM100 as a key protein that is sufficient and required for the un-silencing of MIAs, the mechanism by which PIEZO2 is kept inactive in CHRNA3-EGFP^+^ MIAs remains elusive.

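All 4 genes were expressed in every sample, and none passed the test for a difference between the conditions. *Anxa6*, which encodes a calcium-dependent membrane-binding protein, was at 483 ± 68.2 CPM (SD, n = 3) without NGF and 366 ± 103 CPM (SD, n = 3) with NGF, a log2 fold change of -0.42 (standard error 0.24, 95% confidence interval -0.97 to 0.12). *Atp2a2*, the gene of the calcium pump SERCA2, was at 142 ± 30.3 CPM (SD, n = 3) and 115 ± 31.3 CPM (SD, n = 3), a log2 fold change of -0.32 (interval -0.95 to 0.30). *Mtmr2*, the gene of a phosphoinositide phosphatase, was at 149 ± 5.25 CPM (SD, n = 3) and 136 ± 35.8 CPM (SD, n = 3), and *Nedd4l*, the gene of the ubiquitin ligase Nedd4-2, at 149 ± 33.0 CPM (SD, n = 3) and 146 ± 47.8 CPM (SD, n = 3). Their log2 fold changes were -0.15 (interval -0.70 to 0.40) and -0.06 (interval -0.71 to 0.59), and the sign of both turned positive when some single samples were left out. As a list of PIEZO2 inhibitors, the 4 genes had a median log2 fold change of -0.24 and did not pass camera (adjusted p = 0.19, and adjusted p = 0.346 with an estimated correlation). Without NGF replicate 3 the log2 fold changes of *Anxa6* and *Atp2a2* were -0.25 and -0.12, without NGF replicate 1 that of *Anxa6* was -0.64, and without CTL replicate 3 that of *Atp2a2* was -0.49. Exons of *Atp2a2* and *Nedd4l* overlap those of a gene on the opposite strand.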

TMEM100 had originally attracted our attention because it was previously shown to enhance TRPA1 activity in a TRPV1-dependent manner^29^ and because there is ample evidence supporting a role of TRPA1 in fine-tuning mechanosensitivity of sensory afferents. Thus, it was shown that pharmacological blockade as well as knock-out of TRPA1 partially inhibit mechanotransduction currents in cultured DRG neurons and reduce the firing rate of cutaneous C-fiber nociceptors^43–46^. Since TRPA1, to the best of our knowledge, is not activated by mechanical indentation of the cell membrane but is directly gated by intracellular calcium^47^, a possible mechanistic explanation for the role of TRPA1 is that it increases mechanosensitivity of sensory neurons by amplifying PIEZO2-mediated Ca^2+^ influx. Consistent with the findings of Weng and colleagues^29^, we found that CFA-induced knee joint inflammation enhances TRPA1 activity in a TMEM100-dependent manner (Figs. 3h and 5e). Most importantly, our data substantiate and extend the findings of Weng et al. (2015), by showing that TMEM100 is exclusively up-regulated in CHRNA3-EGFP^+^ neurons—at least in CFA-induced knee monoarthritis and after in-vitro NGF treatment (Figs. 1d, e and 3c)—and accordingly only enhances TRPA1 activity in MIAs but not in other nociceptors (Figs. 3h and 5e). Hence our data suggests that TMEM100 is a pleiotropic protein that on the one hand induces mechanosensitivity in MIAs by priming PIEZO2 via a yet unknown mechanism and on the other hand amplifies PIEZO2-dependent mechanosensitivity by releasing TRPA1 from inhibition by TRPV1.

With regards to the physiological role of MIAs in pain signaling, our data suggests that their primary function is to trigger secondary mechanical hypersensitivity. Pain hypersensitivity usually manifests as primary hypersensitivity (hyperalgesia or allodynia), which is restricted to the site of inflammation and is thought to result from peripheral sensitization—i.e., direct sensitization of nerve endings in the inflamed or injured tissue—and usually resolves concurrently with the initial cause of pain. In addition, patients often develop secondary mechanical and thermal pain hypersensitivity that spreads beyond the site of inflammation or injury. This secondary pain hypersensitivity often persists after the initial cause for pain has resolved and clinical data indicate that the area and intensity of secondary pain hypersensitivity correlates with the likelihood of developing chronic pain^48^. Secondary pain hypersensitivity has been observed in numerous pain disorders and rodent models of pain, including experimentally induced arthritis, and is thought to result from central sensitization—i.e., a strengthening of synaptic transmission in pain processing circuits in the spinal cord^40,41,49–52^. The peripheral inputs that trigger central sensitization and hence secondary mechanical hypersensitivity are, however, still unknown.

Here we show that blocking the un-silencing of articular MIAs by knocking out TMEM100 prevents the development of long-lasting secondary mechanical hypersensitivity in remote skin regions, but does not alter pain at the actual site of CFA-induced inflammation (Fig. 4). Moreover, TMEM100 overexpression-induced un-silencing of knee joint MIAs in the absence of inflammation or injury, induces mechanical hypersensitivity in the paw but not pain hypersensitivity in the knee joint (Fig. 7c, d), which indicates that secondary mechanical hypersensitivity does not result from spreading of inflammation or from sensitization of cutaneous nerve fibers passing through the inflamed joint region. Finally, our skin-nerve recordings demonstrate that the sensitization of cutaneous C-fiber nociceptors (Figs. 6 and 7e–g), in addition to the previously described central sensitization, also contributes to the development of secondary mechanical hypersensitivity. Considering that the un-silencing of knee joint MIAs by selective overexpression of TMEM100 is sufficient to induce sensitization of cutaneous afferents that innervate remote skin regions, we hypothesize that sensitization is induced by a yet unknown—probably central—mechanism (e.g., crosstalk at the level of the spinal cord; see Fig. 7h).

The interpretation of our behavioral data relies on the assumption that the Catwalk XT gait analysis system measures primary knee joint pain. Some people might argue that pain in the paw might also alter gait and, on the other hand, that changes in gait may not necessarily reflect joint pain but could also be altered by structural damage of the joint. The observations that (i) TMEM100 overexpression dramatically reduces the paw withdrawal thresholds but does not alter gait in the catwalk XT assay and that (ii) the time courses of changes in gait parameters and in paw withdrawal thresholds differ, however, argue against the possibility that secondary mechanical hypersensitivity in the paw confounds the outcome of the catwalk XT assay. Structural damage of the joint also seems unlikely, because changes in gait and stride parameters are only transient and return to baseline values within a few days.

The interpretation of the AAV-mediated TMEM100 over-expression experiments is also complex, because intra-articularly administered AAV-PHP.S infects all subclasses of sensory afferents in the knee joint. A sensitization of non-MIAs by TMEM100 overexpression, however, seems unlikely because if that had been the case then we should have observed knee joint pain in addition to secondary mechanical hypersensitivity, which was not the case (Fig. 7c). Moreover, the observation that TMEM100 expression is exclusively upregulated in MIAs in CFA-induced monoarthritis (Fig. 3c) and that mice lacking TMEM100 only show functional deficits in MIAs but not in other articular nociceptors (Figs. 3 and 5) and selectively lose secondary mechanical hypersensitivity but not knee joint pain, strongly support a specific role of MIAs in inducing secondary mechanical hypersensitivity.

Thus, taken together, our data support a mechanistic model of inflammatory knee joint pain in which polymodal nociceptors signal primary hyperalgesia, while MIAs are responsible for triggering secondary mechanical hypersensitivity. Our data shows that inflammation-induced upregulation of TMEM100 un-silences MIAs, which subsequently—via a yet unknown central mechanism—triggers sensitization of cutaneous nociceptor thereby leading to secondary mechanical hypersensitivity in skin regions remote from the site of inflammation (Fig. 7h). We have not explicitly tested if un-silencing of MIAs also triggers central sensitization, which is known to contribute to secondary mechanical hypersensitivity. Yet, considering that the AAV-PHP.S-TMEM100 induced reduction of paw withdrawal thresholds (Fig. 7d) was larger than the reduction of the mechanical activation thresholds of individual cutaneous C- and Aδ-fiber nociceptors (Fig. 7g and Supplementary Fig 5b), it seems highly likely that central processing of nociceptor input was also altered by the un-silencing of articular MIAs such that subliminal nociceptor-derived inputs evoked pain.

By demonstrating that primary and secondary pain hypersensitivity are triggered by separate subclasses of primary sensory afferents and considering that MIAs constitute almost fifty percent of all nociceptors in viscera and deep somatic tissues, our study provides an invaluable framework for future studies that aim at deciphering the contribution of different afferent subtypes to other clinically relevant forms of pain and to develop new strategies for preventing the transition from acute to chronic of pain after injury, inflammation or surgical interventions.

## Methods

### Animals

All experiments were conducted in accordance with the European Communities Council Directive (EU and institutional guidelines) including the ethical guidelines of ‘Protection of Animals Act’ under supervision of the ‘Animal Welfare Officers’ of Heidelberg University and were approved by the local governing body (Regierungspraesidium Karlsruhe, approval number G16/20). ARRIVE guidelines were followed and sample sizes were calculated as previous experience with G-power analyses.

CHRNA3-EGFP mice (Tg(Chrna3-EGFP)BZ135Gsat/Mmnc) were purchased from the Mutant Mouse Resource & Research Center (MMRRC) and were backcrossed to a C57Bl/6 J background. Conditional nociceptor TMEM100 knock-out mice were generated by crossing mice that carry a conditional allele for TMEM100 (B6.Tmem100tm1.1Yjl)^37^ with SNS-Cre mice C57BL/6-Tg(SCN10A-Cre)1Rkun/Uhg^38^ (gift from Rohini Kuner). To enable identification of MIAs, these mice were further crossed with CHRNA3-EGFP mice. Furthermore, to identify different nociceptor subclasses for RT-qPCR experiments, Tg(Npy2r-cre)SM19Gsat/Mmucd x B6;129S-Gt(ROSA)26Sortm32(CAG-COP4*H134R/EYFP)Hze/J (Npy2rCre;ChR2-EYFP) mice, in which Aδ-fiber nociceptors express EYFP were used^6^. Mice were maintained in the Interfaculty Biomedical Facility of Heidelberg University according to institutional guidelines on a 12/12-h light-dark cycle in an enriched housing environment and had access to food and water ad libitum at 21 °celsius and 50% humidity. For all experiments only adult (age 8–15 weeks) male and female mice were used. Behavioral experiments were conducted at the Interdisciplinary Neurobehavioral Core of Heidelberg University. Prior to the start of experiments animals with the same genetic background and age were randomly assigned to the different experimental groups. To reduce bias investigators were blinded to group identity including treatment (CFA/Saline) and genotype (TMEM100KO/WT).

### HEK293 cell maintenance and transfection

To assess the mechanosensitivity of TMEM100 and of PIEZO2 in the presence and absence of TMEM100, the constructs were (co)-transfected into HEK293 cells using the calcium phosphate method. Cells were grown in DMEM (Thermo Fisher) supplemented with 10% FBS (Thermo Fisher), 2 mM L-glutamine (Thermo Fisher) and penicillin streptomycin (Thermo Fisher, 100 U/mL) at 37 °C and 5% CO_2_. The day before transfection, cells were seeded on poly-L-lysine treated glass coverslips. For transfection, growth medium was replaced with transfection medium consisting of DMEM, 10% calf serum (Thermo Fisher) and 4 mM L-Glutamine. DNA (0.6 µg/coverslip) was diluted in 100 µl water and after adding CaCl2 2.5 M (10 µL per coverslips) the solution was vigorously mixed. Then, 2 x BBS (in mM, 50 HEPES, 280 NaCl, 1.5 Na2HPO4, pH 7.0; 100 µL/coverslip) was added and vortexed. The resulting DNA mix was added to the transfection medium. After 3–4 h at 37 °C (5% CO2) the transfection medium/DNA mix was replaced with regular HEK293 growth medium. PIEZO2 function was assessed 48 h after transfection.

### Primary DRG cell culture

For primary DRG cultures, mice were sacrificed by placing them in a CO_2_-filled chamber for 2–4 min followed by cervical dislocation. Lumbar L3 and L4 DRG were collected in Ca2+ and Mg2 + -free PBS. DRG were subsequently treated with collagenase IV for 30 min (0.5 mg/ml, Sigma-Aldrich, C5138) and with trypsin (0.5 mg/ml, Sigma-Aldrich, T1005) for further 30 min, at 37 °C. Digested DRG were washed twice with growth medium [DMEM-F12 (Gibco®, Thermo Fisher Scientific) supplemented with L-glutamine (2 µM, Sigma-Aldrich), glucose (8 mg/ml, Sigma-Aldrich), penicillin (200 U/ml)–streptomycin (200 µg/ml) (Gibco®, Thermo Fisher Scientific), 5% fetal horse serum (Gibco®, Thermo Fischer Scientific)], triturated using a pipette with filter tips of decreasing diameter (10× up and down with 1000 µl filter tip, 10× up and down with 200 µl filter tip) and plated in a droplet of growth medium on a glass coverslip precoated with Laminin (GG-12-Laminin coated coverslips, Neuvitro). To allow the dissociated neurons to adhere, coverslips were incubated for 3 h at 37 °C in a humidified 5% incubator before being flooded with fresh growth medium. Depending on the experiment neurons were used directly after adding fresh growth medium (see Reverse transcription and quantitative real-time PCR) or after 24 h of incubation (see Patch-clamp recordings). For the experiments shown in Fig. 1f–h, primary DRG cultures were transfected using the Amaxa Nucleofector 4D (Lonza) following the manufactures instructions.

### Inflammatory knee pain model

To induce inflammatory knee joint pain the Complete Freund’s Adjuvant (CFA)-induced knee joint monoarthritis model was used^53^. In brief, animals were anesthetized in a transparent plexiglass chamber filled with 4% isoflurane in 100% O2 at a flow rate of 1.0 L/min for 3 min. During the procedure anesthesia was maintained using a nosecone delivering a 1.5% Isofluran-O_2_ mixture while respiratory function was monitored carefully. Adequate anesthesia was confirmed by absence of the pedal reflex (toe pinch). Then, ophthalmic ointment was applied to both eyes to prevent desiccation and the animals were placed in a supine position. Prior to injection of CFA, the left knee was shaved using a commercially available electrical facial hair trimmer, disinfected with povidone-iodine scrub (7.5% solution, Braunol®) and stabilized in a bent position by placing the index finger beneath the knee joint and the thumb above the anterior surface of the ankle joint. The patellar tendon shining through the shaved skin served as visual landmark for the injection. To ensure a precise intraarticular (i.a.) injection the gap inferior to the lower edge of the patella was identified by running a 30 G Insulin syringe horizontally along the knee. To mark the injection level gentle pressure was applied to skin without piercing it leaving behind a horizontal dermal print line. For the injection the needle was lifted vertically at the marked level and inserted at the midline through the patella tendon perpendicular to the tibial axis. Then, the needle was advanced approximately 2–2.5 mm without resistance to fully enter the knee joint and 30 µl of CFA (1 µg/µl) or saline were injected into the joint cavity. After the procedure, the injection site was disinfected and the knee was briefly massaged and mobilized to ensure even distribution of CFA/saline before the animals were returned to their home cages placed on a heating pad for recovery.

### Behavioral testing

All behavioral tests were performed in awake, unrestrained mice by experienced investigators blinded to group identity. Before testing, all animals were habituated to the behavioral test setups at least 3 times over a total of 3 days (1×/d per setup) in the week before starting the behavioral experiment. For the von Frey (vF) and Hargreaves’ test animals were habituated for 1 h/setup, and 30 to 60 min immediately before each test with the experimenter present in the same room. For the CatWalk XT a habituation session was completed when mice voluntarily crossed the runway 3 times without stopping, turning around, or changing direction (approx. 5 min/animal). On testing days, acclimatization to the CatWalk setup was not necessary. Behavioral assays were always carried out in the same order (CatWalk, vF, Hargreaves) using the same rooms and same test setups at the same time point of the day between 8 a.m and 3 p.m. Prior to knee injection, at least two baseline measurements on two different days were conducted for all behavioral tests. After injections, behavior was evaluated 1, 2, 3, 5 and 7 days post injection (dpi) and then in weekly intervals (14 dpi) for a total of 3 weeks (21dpi).

### Von Frey Test: mechanical sensitivity

Mechanical sensitivity was assessed using the von Frey test^54^. Animals were placed in transparent plastic chambers (Modular animal-enclosure; Ugo Basile Srl, Gemonio, Italy) on a 90 × 38 cm perforated metal shelf (Framed testing surface; Ugo Basile Srl, Gemonio, Italy) that was mounted on a stimulation base. The plantar surface of the animals’ hind paws was perpendicularly stimulated with graded von Frey filaments (Aesthesio® Precision Tactile Sensory Evaluators) of different forces, ranging from 0.07 to 1.4 g without moving the filaments horizontally during application. Each filament was applied 5 times to both the right and left hind paws and the response rate to stimulation in percent (positive response/number of applied stimuli) was used to express mechanical sensitivity. Withdrawal of the stimulated paw was defined as a positive response. Between stimulations of the same hind paw animals had least 1 min break. Prior to knee injection baseline withdrawal frequencies were determined by measuring the withdrawal response rates for all filaments on two different days. After injections, mechanical sensitivity was evaluated 1, 2, 3, 5, and 7 days post injection (dpi) and then in weekly intervals for a total of 3 weeks (21dpi). The 50% withdrawal threshold (WDT) in grams was determined by fitting the response rate vs. von Frey force curves with a Boltzmann sigmoid equation with constant bottom and top constraints equal to 0 and 100, respectively.

### Hargreaves’ test: thermal sensitivity

Thermal sensitivity was assessed according to Hargreaves’ method^55^ using the Plantar test (Hargreaves Apparatus; Ugo Basile Srl). In brief, withdrawal latency (WDL) in seconds to an infrared (IR) heat beam stimulus applied to the plantar surface of the hind paws was recorded to determine thermal sensitivity. The IR intensity of the radiant heat source was adjusted to obtain baseline WDL between 5 and 7 s (IR intensity 50%), with a pre-determined cut-off time of 15 s to prevent tissue damage. Each paw was assessed three times and between trials for the same paw, animals had at least an one minute break. To prevent an order effect the paw testing order was chosen randomly. Baseline and post-interventional measurements were conducted at the same time points as described for the vF test.

### CatWalk XT: gait analysis

To quantitatively assess locomotion, the CatWalk XT (version 10.6) gait analysis system (Noldus, Netherlands system) was used. This system consists of an enclosed black corridor (1.3 m length) on a glass plate. Inside this glass plate a green LED light is internally reflected. When animals touch the glass plate the light is refracted on the opposite side so that areas of contact become illuminated and detectable. Using the Illuminated Footprints™ technology, videos including the illuminated areas (e.g., paw prints) can be recorded using a high speed color camera (100 frames/s) that is positioned underneath the glass plate. The data is automatically transferred to computer running the CatWalk XT software for further gait analysis. Animals were habituated to the set up as described above (see Behavioral testing). On testing days, animals were placed on one end of the corridor and were allowed to transverse it voluntarily without any external enforcement after setting up the walkway according to the manufacturer’s recommendations. For each mouse on each measurement time point three compliant runs were recorded. A compliant run was defined as a mouse walking across the runway without stopping, turning around, or changing direction and meeting the following pre-determined run criteria: minimum run duration of 0.5 s and a maximum run duration of 12 s. For all runs the same detection settings were used (camera gain: 16.99, green intensity threshold: 0.10, red ceiling light: 17.7, green walkway light: 16.5). In our analyses we focused on the following gait parameters: stand time in seconds, paw print area in cm^2^, swing speed in cm/s. To better illustrate pain-associated changes in the gait cycle including the stand and swing phase, run data of the left (LH) and right hind paw (RH) are displayed as ratio (LH/RH). For each testing day the ratios (LH/RH) of all three runs per animal were averaged so that the mean of three compliant runs represents the overall result of the animal on that testing day.

### Homecage monitoring

The LABORAS (Laboratory Animal Behavior Observation, Registration, and Analysis System) is a monitoring tool used to observe and analyze animal behavior. It utilizes a carbon fiber platform to detect unique vibrations produced by the animal as it moves around in its homecage. The platform is equipped with a software (LABORAS software version 2.6) that processes these vibrations into various behavioral parameters, such as locomotion (e.g.,), immobility, rearing, drinking and grooming. These parameters were calculated as frequency counts. Animals were placed individually in a calibrated cage under standard housing conditions with free free access to food and water. Their activity was continuously monitored for 16–24 h before and 3 or 18 days after an intraarticular knee joint injection with Saline/CFA or AAV-PHP.S-TMEM100-Ires-dsRed/AAV-PHP.S-dsRed, respectively.

### Retrograde labeling

To identify sensory neurons innervating the knee joint retrograde labeling with Fast Blue (FB, #17740-1, Polysciences) was performed. To this end, the same anesthesiological and surgical approach was used as described above (see Inflammatory knee pain model). A total of 2 µl of a 4% FB (in saline) solution were injected i.a. in both knee joints using a 10 µl Hamilton syringe fitted with 30 G needle. After a waiting period of 7d allowing the FB to retrogradely travel to the DRG, animals were further processed depending on the following experiment. To quantify the knee innervating neurons (Fig. 3a), animals were sacrificed for microscopy (see Tissue processing and immunochemistry). For electrophysiological and qPCR experiments, the left knee was injected again, but with CFA as described above (see Inflammatory knee pain model) and 3 days thereafter—at the time of maximum pain – the animals were euthanized for primary DRG cultures.

### Patch-clamp recordings

Whole cell patch clamp recordings were made from retrogradely FB-labeled sensory neurons innervating the knee (see Retrograde labeling). To distinguish between MIAs and other peptidergic nociceptors, CHRNA3-EGFP^+^/FB^+^ neurons and small (<30 µm) IB4^–^/FB^+^ neurons (see Immunohistochemistry) were recorded, respectively. These two subpopulations account for the majority of nociceptive knee joint afferents (see Fig. 3b). Cells from both WT and TMEM100KO animals after CFA and control treatment were assessed. To this end, 7d after retrograde labeling of the DRG from both knees animals received a second injection into the left knee using CFA or Saline. 3d after this second injection, at the time of maximum CFA-induced pain behavior, the animals were sacrificed. L3 and L4 DRG from the ipsi- (CFA/Saline) and contralateral side were collected separately and cultured for 16–24 h (see Primary DRG culture) until used for whole cell patch clamp recordings.

Whole cell patch clamp recordings were made at room temperature (20–24 °C) using patch pipettes with a tip resistance of 2–4 MΩ that were pulled (Flaming-Brown puller, Sutter Instruments, Novato, CA, USA) from borosilicate glass capillaries (BF150-86-10, Sutter Instrument). The patch pipettes were filled with a solution consisting of 110 mM KCl, 10 mM NaCl, 1 mM MgCl_2_, 1 mM EGTA, 10 mM HEPES, 2 mM guanosine 5′-triphosphate (GTP) and 2 mM adenosine 5′-triphosphate (ATP) adjusted to pH 7.3 with KOH. The bathing solution contained 140 mM NaCl, 4 mM KCl, 2 mM CaCl2, 1 mM MgCl_2_, 4 mM glucose, 10 mM HEPES and was adjusted to pH 7.4 with NaOH. All recordings were made using an EPC-10 amplifier (HEKA, Lambrecht, Germany) in combination with Patchmaster© and Fitmaster© software (HEKA). Pipette and membrane capacitance were compensated using the auto function of Patchmaster and series resistance was compensated by 70% to minimize voltage errors. Mechanically activated currents were recorded in the whole-cell patch-clamp configuration. Neurons were clamped to a holding potential of −60 mV and stimulated with a series of mechanical stimuli in 0.8 µm increments with a fire-polished glass pipette (tip diameter 2–3 µm) that was positioned at an angle of 45° to the surface of the dish and moved with a velocity of 3 µm/ms by a piezo based micromanipulator called nanomotor© (MM3A, Kleindiek Nanotechnik, Reutlingen, Germany). The evoked whole cell currents were recorded with a sampling frequency of 200 kHz. Mechanotransduction current inactivation was fitted with a single exponential function (C1 + C2*exp(–(t–t0)/τ_inact_), where C1 and C2 are constants, t is time and τ_inact_ is the inactivation time constant^56^.

### Tissue processing and immunochemistry

To quantify retrogradely labeled neurons, DRG were dissected in ice-cooled PBS, fixed with Zamboni´s fixative for 1 h at 4 °C and incubated overnight in 30% sucrose at 4 °C. Then, DRG were embedded in optimum cutting temperature compound (Tissue-Tek™ O.C.T. Compound; Sakura Finetek Germany GmbH, Staufen), cut into 16 µm cryo-sections using a cryostat (Leica CM1950, Leica, Wetzlar, Germany) and mounted onto slides (Microscope Slides SUPERFROST PLUS; Thermo Fisher Scientific, Schwerte, Germany) which were stored at −80 °C until used for immunohistochemistry. After drying, sections were treated with 50 mM Glycine in PBS for 20 min, washed twice with 0.2 % Triton X-100 in PBS (0.2% PBST), blocked with 10% normal donkey serum (NDS) and 1% bovine serum albumin (BSA) in 0.2% PBST for 30 min and then incubated with primary antibodies overnight at 4 °C. Primary antibodies were diluted in the blocking solution (10% NDS and 1% BSA in 0.2% PBST). Next day, sections were washed 4 × 15 min with 0.2% PBST, subsequently incubated with secondary antibodies for 1 h at room temperature (RT), washed with 0.2% PBST four times (15 min each), dried and coverslipped with FluoroGel (FluoProbes®, Interchim, Montluçon France).

Cultured DRG neurons (see Primary DRG cultures) for electrophysiological and qPCR experiments were counterstained with Alexa Fluor™ −568 conjugated IB4 (2.5 µg/ml, Isolectin GS-IB from Griffonia simplicifolia, Alexa Fluor™ 568 Conjugate, Invitrogen™/Thermo Fischer Scientific, I21412) for 10–15 min at room temperature to identify different nociceptor subpopulations (CHRNA3-EGFP^+^/FB^+^ and IB4^−^/FB^+^ neurons).

Knees were dissected in cold PBS and fixed with Zambonis fixative overnight. Then, the knee joints were washed in purified water (Milli-Q, Merck KGaA, Darmstadt, Germany) for 3 × 30 min before being decalcified by submerging the samples in 10% EDTA in PBS for 7–10 days (PBS/EDTA was replaced every other day) on a tube roller mixer at 4 °C. After decalcification the samples were washed in PBS for 3 × 10 min at RT and cryoprotected in 30% sucrose solution at 4 °C for at least 24 h. For the preparation of tissue sections, samples were embedded in optimum cutting temperature compound (Tissue-Tek™ O.C.T. Compound; Sakura Finetek Germany GmbH, Staufen), cut into 25 µm consecutive coronal cryo-sections in arterior-posterior direction and mounted onto microscope slides (SUPERFROST PLUS; Thermo Fisher Scientific, Schwerte, Germany). After drying at RT for 1 h, sections were incubated with 50 mM Glycine in PBS for 30 min, washed and blocked 3 × 10 min with 0.5% Tween® 20 in PBS (0.5% PBS-Tw) and then incubated with primary antibodies for 3d at 4 °C. Primary antibodies were diluted in a PBS solution containing 1% BSA and 0.3% Triton X-100. Sections were then washed 3 × 10 min with 0.5% PBS-Tw and subsequently incubated for 2 h at RT with secondary antibodies diluted in PBS with 1% BSA and 0.3% Triton X-100. Finally, the slides were washed with PBS (3 ×10 min), dried and coverslipped using FluoroGel mounting medium with 4,6-diamidino-2-phenylindole (DAPI) counter stain (FluoProbes®, Interchim, Montluçon FRANCE).

Immunostaining images were captured with the Nikon DS-Qi2 camera mounted on a Nikon Ni-E epifluorescence microscope using appropriate filter cubes and identical exposure times for all slides within one experiment.

Silent afferent density (EGFP^+^/CGRP^+^ fibers) was quantified in anatomical regions including FP (Hoffa’s fat pad), LM (lateral meniscus), MM (medial meniscus), LJC (lateral joint capsule), MJC (medial joint capsule) and CL (cruciate ligament) defined according to previously described landmarks^57^ using the area fraction tool of NIH ImageJ software (ImageJ 1.53e; Java 1.8.0_172 [64-bit]). In brief, after conversion to 8-bit and background subtraction, image auto local thresholds were set using the Bernsen method. Then, the different immunostaining images (channels) were merged and processed using the image calculator tool to display only double positive (EGFP^+^/CGRP^+^) signals. Finally, the predefined anatomical regions of interest were overlaid and the area fraction determined representing the labeling density of silent afferents per anatomical region in percent. For each animal, at least three photomicrographs per anatomical region were analyzed and averaged. The labeling density per anatomical region for all animals was expressed as mean ± SEM. For illustration purposes (Fig. 2a) representative images of coronal 100 µm knee sections (Cryostat) were acquired and stitched using a Leica SP8 Confocal microscopy platform equipped with a Lasx 3.5. Laser, detector powers were optimized for the combination of antibodies.

### Antibodies

The following primary antibodies were used: rat anti-GFP (Nacalai tesque, #04404-84, RRID:AB_10013361, 1:3000), rabbit anti-CGRP (ImmunoStar, #24112, RRID:AB_572217, 1:200), Isolectin GS-IB from Griffonia simplicifolia Alexa Fluor™ 568 Conjugate (2.5 µg/ml, Invitrogen™/Thermo Fisher Scientific, #I21412), Isolectin GS-IB from Griffonia simplicifolia Alexa Fluor™ 647 Conjugate (2.5 µg/ml, Invitrogen™/Thermo Fisher Scientific, #I32450) and rabbit anti-dsRed (1:1000; Takara, RRID:AB_2801258). The following corresponding Alexa Fluor™ conjugated secondary antibodies (1:750; Thermo Fisher Scientific) were used: Alexa Fluor 488 conjugated donkey anti-Rat IgG (Thermo Fisher Scientific, #A48269), Alexa 594 conjugated donkey anti-Rabbit IgG (Thermo Fisher Scientific, #A32754).

### Reverse transcription and quantitative real-time PCR

To compare NGF-induced changes in mRNA expression levels of TMEM100 in different nociceptor subclasses (Fig. 1e), primary L3-4 DRG neurons from WT mice were cultured in the absence and presence of NGF (50 ng/ml) for 24 h before cell collection. To compare mRNA expression levels of TMEM100 in treated (CFA) and control (saline) knee innervating nociceptors at the time of maximum pain (3 dpi), CHRNA3-EGFP^+^/FB^+^ and IB4^–^/FB^+^ neurons from the ipsi- (CFA) and contralateral (saline) side were collected from acute primary L3-4 DRG cultures of WT mice immediately after adding fresh growth medium without further incubation. In both approaches cultures were counterstained with Alexa Fluor™ −568 conjugated IB4 (2.5 µg/ml, Isolectin GS-IB from Griffonia simplicifolia, Alexa Fluor™ 568 Conjugate, Invitrogen, I21412) for 10–15 min at room temperature to enable the identification of different nociceptor subpopulations.

Samples (20 cells per subpopulation and condition) were manually collected using a fire polished pipette with a tip diameter of ~25 µm pulled (Flaming-Brown puller, Sutter Instruments, Novato, CA, USA) from borosilicate glass capillaries (BF150-86-10, Sutter Instrument) that were filled with 2 µl of picking buffer [1 µL RNAse inhibitor (Takara #2313 A) in 49 µL PBS]. After aspirating 20 cells per sample [NGF ± : CHRNA3^+^, IB4^−^, IB4^+^, Aδ-nociceptors (see Fig. 1e); CFA/Saline: CHRNA3-EGFP^+^/FB^+^, IB4^−^/FB^+^ (see Fig. 3c)] the pipette was immediately shock frozen in liquid Nitrogen and the cells were expelled into an RNAse free tube filled with 8 µL of picking buffer. Directly thereafter, the tubes were stored at −80 °C until further processing. For each gene 4 to 9 samples (1 sample per subpopulation and condition per mouse) were collected. Cell populations were identified and picked using a 20x magnification and appropriate filter cubes in the Zeiss Axio Observer A1 microscope (Carl Zeiss). Cell lysis and reverse transcription with cDNA synthesis was carried out directly on the sample using the Power SYBR® Green Cells-to-CT™ Kit (Thermo Fischer Scientific, #4402953) following the manufacturer’s instructions. qPCR reactions were set up using FastStart Essential DNA Green Master (Roche, #06402712001) according to the manufacturer’s guidelines. Per reaction (20 µl reaction volume) 4 µl of the obtained cDNA as template was added to 10 µl SYBR Green PCR Master Mix, 4 µl nuclease-free H2O and the following forward (FW) and reverse (RV) primer pairs (1 µl each of a 5 µM dilution, final concentration: 250 nM): GAPDH-FWD 5′-GCATGGCCTTCCGTGTTC-3′; GAPDH-REV 5′-GTAGCCCAAGATGCCCTTCA-3′; TMEM100-FWD 5′-GAAAAACCCCAAGAGGGAAG-3′; TMEM100-REV 5′-ATGGAACCATGGGAATTGAA-3′. qPCR reactions were performed in a LightCycler 96 (Roche) with a thermal cycler profile as follows: 10 min preincubation step at 95 °C followed by 40 cycles of PCR with a 10 s denaturing cycle at 95 °C, followed by 10 s of annealing at 60 °C and 10 s extension at 72 °C. Mean ± SEM expression levels of TMEM100 normalized to the expression levels of the housekeeping gene GAPDH were compared in the different nociceptor subclasses cultured in absence and presence of NGF (Fig. 1e). CFA-induced changes in mRNA expression levels of TMEM100 in CHRNA3-EGFP^+^/FB^+^ and IB4^–^/FB^+^ neurons compared to contralateral control neurons were analyzed using the ΔΔCt method (Fig. 3c).

### RNA sequencing

For RNAseq, CHRNA3-EGFP^+^ samples (20 cells per sample and condition) of 3 WT mice were processed, cultured (±NGF for 24 h) and collected as described above (see Reverse transcription and quantitative real-time PCR). The SmartSeq2 protocol published by Picelli et al.^58^ was used to process cell lysates to reverse transcription and library preparation was performed using the Nextera DNA Sample Preparation kit (Illumina) following the manufacturer’s instructions. Libraries were sequenced with Illumina HiSeq 2000. Sequencing reads were mapped to GRCm38 mouse reference genome and differential gene expression analysis was performed using the BioJupies platform^59^ with default parameters. Next generation RNA-sequencing raw data (FASTQ files) have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE199580 and are publicly available as of the date of publication.

### Calcium Imaging

To examine the responsiveness of FB-labeled neurons to the TRPA1 agonist allylisothiocyanate (AITC, Sigma-Aldrich) Calbryte-590 (Calbryte™ 590 AM, AAT Bioquest) Ca^2+^-imaging was performed. CHRNA3-EGFP^+^/FB^+^ neurons and small (<30 µm) IB4^−^/FB^+^ neurons from both WT and TMEM100KO animals after CFA and control treatment were obtained as described above (see Patch clamp recordings), counterstainded with Alexa Fluor™ −647 conjugated IB4 (2.5 µg/ml, Isolectin GS-IB from Griffonia simplicifolia, Alexa Fluor™ 647 Conjugate, Invitrogen™/Thermo Fischer Scientific, I32450) for 10–15 min at room temperature, washed with extracellular buffer (140 mM NaCl, 4 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 4 mM glucose, 10 mM HEPES and was adjusted to pH 7.4 with NaOH) and then incubated with the Ca^2+^ indicator Calbryte-590 (5 µM diluted in ECB from a 5 mM stock solution in DMSO) for 30 min at 37 °C. Coverslips with loaded cells were then washed with ECB, mounted onto a perfusion chamber and superfused with ECB using a constant laminar flow provided through an 8-channel valve controlled gravity-driven perfusion system (VC3-8xG, ALA Scientific Instruments) and a peristaltic pump. A manifold system with 8 inlet ports fitted to a silicon tube bath inlet whose end was positioned at the outer edge of the coverslip without interfering the visual field was used to provide immediate release of ECB and chemical agents into the superfusion chamber. This system enabled minimal dead volume and air bubbles in the lines. Tubes were identical for each input line. All experiments were conducted at room temperature (23 ± 1 °C). Fluorescence images were captured with a Hamamatsu ORCO-Flash4.0 camera at 2 Hz under an inverted Zeiss Axio Observer A1 microscope equipped with a LED light source (CoolLED pE-340fura). ZEN 2 pro software (Carl Zeiss Microscopy GmbH) was employed to detect and analyze intracellular calcium changes throughout the experiment. During imaging the following protocol was applied. After establishing a 30 s baseline with ECB (0–30 s), neurons were challenged with AITC (10 µM) for 60 s (31–90 s) followed by a wash out period of 270 s (91–360 s). At the end of the protocol, 100 mM KCl was applied for 30 s (361–390) to depolarize neurons in order to identify viable neurons in contrast to non-neuronal cells or non-functioning neurons. KCl application was followed by a last wash out period with ECB for 30 s (391–420 s). Neuronal viability was defined as a > 20% increase of fluorescence intensity from the mean intensity 20 s pre-KCl application (330 −350s).

Analysis was conducted by extracting mean intensity values of neurons (CHRNA3-EGFP^+^/FB^+^ neurons and IB4^–^/FB^+^) after background subtraction from manually drawn regions of interests (ROIs including background ROI) in the ZEN 2 pro software (Carl Zeiss Microscopy GmbH). These values were then transferred into a custom-made Microsoft Excel® template to compute the proportion of neurons responding to AITC under different conditions (CFA/saline; WT/TMEM100KO). In brief, fluorescence is shown as ΔF/F_0_ with ΔF = F1 – F (F1 = mean intensity of image, F = mean intensity of baseline fluorescence from 0–20 s). Cells responding with an increase >5 % of fluorescence intensity from baseline to AITC application were counted as AITC responders. Cells not crossing the KCl threshold were excluded from the analysis.

### Ex-vivo skin-nerve preparation

To examine peripheral sensitization, we directly measured the mechanosensitivity of C-fiber and Aδ-fiber nociceptors in the tibial nerve by recording mechanically evoked action potentials from single nerve fibers in an ex-vivo skin-nerve preparation. To this end, WT and TMEM100KO mice were sacrificed 3d after CFA/saline injection by placing them in a CO2-filled chamber for 2–4 min followed by cervical dislocation. After dissection, the glabrous skin of the hind limb was placed with the corium side up in a heated (32 °C) organ bath chamber that was perfused with synthetic interstitial fluid (SIF buffer) consisting of 108 mM NaCl, 3.5 mM KCl, 0.7 mM MgSO_4_, 26 mM NaHCO_3_, 1.7 mM Na H_2_PO_4_, 1.5 mM CaCl_2_, 9.5 mM sodium gluconate, 5.5 mM glucose and 7.5 mM sucrose at a pH of 7.4. The tibial nerve was attached in an adjacent chamber for fiber teasing and single-unit recording. Single units were isolated using a mechanical search stimulus applied with a glass rod and classified by conduction velocity, von Frey hair thresholds and adaptation properties to suprathreshold stimuli^6^. A cylindrical metal rod (diameter 1 mm) that was driven by a nanomotor® (MM2A-LS, 914 Kleindiek Nanotechnik GmbH, Germany) coupled to a force measurement system (FMS-LS, Kleindiek Nanotechnik GmbH, Germany) was used to apply mechanical ramp-and-hold stimuli. The mechanical thresholds of single units were determined by mechanically stimulating the most sensitive spot of the receptive fields using von Frey filaments (Aesthesio® Precision Tactile Sensory Evaluators). The force exerted by the weakest von Frey filament that was sufficient to evoke an action potential was considered as the mechanical threshold. The raw electrophysiological data was amplified with an AC coupled differential amplifier (Neurolog NL104 AC), filtered with a notch filter (Neurolog NL125-6), converted into a digital signal with a PowerLab SP4 (ADInstruments) and recorded at a sampling frequency of 20 kHz using LabChart 7.1 (ADInstruments).

### AAV-PHP.S production

AAV-PHP.S viral particles were produced using a modified protocol based on established procedures by Gradinaru and colleagues^60^. Briefly, AAV-293 cells (Agilent, 240073) were seeded on 150 mm dishes and transfected using polyethylenimine (Polysciences, 23966) with four plasmids: a pAAV of interest (AAV-CAG-dsRedExpress2 or AAV-CAG-TMEM100-IRES-dsRedExpress2, both with AAV2 ITRs), pAdDeltaF6 (Helper, Addgene #112867), pUCmini-iCAP-PHP.S (Addgene #103006) and a mutated pUCmini-iCAP-PHP.S having a 6xHis tag on the VP3 capsid protein^61^, with 1:2:2:2 ratio respectively. Cell culture medium was changed at 48 and 120 h post-transfection and supernatant containing viral particles was centrifuged at 1690 g for 10 min. Supernatant medium was filtered (0.2 µm) and diluted in PBS. Cell pellet and filtered medium were stored at 4 °C. At 120 h post transfection, pelleted cells and the ones in the dishes were lysed and incubated at 37 °C for 1 h with the specific PBS buffer containing: MgCl_2_ 6 mM, Triton X-100 0.4%, RNAse A 6 µg/ml (Roche, #10109169001), DENARASE 250U/µl (c-LEcta, #20804). Lysed cells were collected, diluted in PBS and centrifuged at 2300 g for 10 min. Supernatant from the cell lysate and the filtered medium were incubated separately with equilibrated Ni-sepharose excel histidine-tagged protein purification resin (Cytiva, #17371202) for at least 2 h at room temperature with gentle mixing. Filtered medium and cell lysate were carefully loaded through a gravity flow chromatography column with a 30 µm filter (Econo-pac, Bio Rad, #7321010). Beads were washed with 80 ml of washing buffer (20 mM imidazole in PBS, pH 7.4) and viral particles were then eluted in 50 ml of elution buffer (500 mM imidazole in PBS, pH 7.4). Buffer exchange and concentration was done with Vivaspin 20 ultrafiltration unit having a 1,000,000 molecular weight cut-off (Sartorius). Viral particles were washed and resuspended in PBS and titered using quantitative PCR with primers targeting WPRE element.

### Statistics

Unless otherwise stated, all data are expressed as means ± SEM. All statistical analyses were performed with Microsoft Excel and Prism v8 and v9.0 (Graphpad). Data distribution was systematically evaluated using D’Agostino-Pearson test and parametric or non-parametric tests were chosen accordingly. The statistical tests that were used, the exact P-values and information about the number of independent biological replicates are provided in the display items or the corresponding figure legends. Symbols on graphs (* or #) indicate standard *P*-value range: *P < 0.05; **P < 0.01; ***P < 0.001 and ns (not significant) *P* > 0.05. Additional information about the statistical tests is provided in the Source Data File.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

All data supporting the findings of this study are available within the article and its supplementary information files. The RNA sequencing dataset generated in this study are deposited in the Gene Expression Omnibus under accession number GSE199580. Source data are provided with this paper. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

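The deposited data are RNAseq counts of CHRNA3-EGFP+ neurons picked from mouse dorsal root ganglion cultures, with 3 samples cultured without NGF (CTL) and 3 with 50 ng/ml NGF, each of 20 cells. The authors made SmartSeq2 cDNA and Nextera libraries, sequenced them in paired-end mode and mapped the reads to GRCm38, the build that the submitters' processing notes also name. They deposited the raw counts per gene, with 1 column per sample and no normalization. The paper's differential expression was run on the BioJupies platform with default parameters, and its legend of Fig. 1 names a two-sided Student's test. The aligner, the counting tool, the annotation release and their versions are not given in the sources used here. Every column of the table was matched to a sample by its name. Of the gene symbols, 31357 matched 1 gene of GENCODE vM21, 43 matched more than 1, and 1144 had no match. Coordinates are those of GENCODE vM21 on GRCm38.

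CPM are counts over the library total. For the test, genes with low counts were removed with edgeR's filterByExpr, library composition was normalized by TMM, and edgeR 4.0.16 fitted a robust quasi-likelihood model with condition as the only term, over all 6 samples, in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all 15504 genes tested, with a threshold of 0.05, and for gene lists also over the list alone. The 36 lists, with 446 gene entries, were tested as sets with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, from limma 3.58.1. Single values were compared by two-sided exact permutation tests without pairing, which with 3 samples against 3 cannot give a p under 0.1. A pairing by mouse would allow fewer rearrangements and was not taken into account in these tests. A fold against a condition without any count is a lower bound at a floor of 3 counts per library, and where 1 to 3 counts were found in a condition the ratio of pooled counts is given with an exact 95% interval. These exact intervals and the floors cover counting error only, and may understate it, because reads without molecular identifiers are not independent molecules. The intervals of log2 fold changes come from the edgeR model and include the variation between samples.

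The Methods give 1 sample per condition and mouse for the cell collection to which the RNAseq section refers, and 3 mice for the RNAseq, so that each mouse contributed a CTL and an NGF sample. No source states that the replicate numbers mark the mice, but the samples numbered 2 were the ones nearly without counts of *Ddx3y* and *Eif2s3y*, which are Y-linked. The deviations of same-numbered samples from the condition means correlated at -0.045, 0.127 and 0.0053 across genes, and those of CTL replicate 3 and NGF replicate 1 at 0.108. The paper states no pairing for this comparison, and the conditions were compared without pairing here. A fit with the replicate number as a block is given where it changes a call.

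The genes named in the text follow a fixed rule. They are every gene the paper names for the RNAseq and *Chrna3*, up to 10 genes per direction with a mean of at least 10 CPM and every NGF sample on the same side of every CTL sample, and up to 4 measured members of each list with the smallest p. Because no gene passed the adjusted threshold, the genes per direction were taken by the smallest unadjusted p, as the rule allowed. The top rows of the paper's table for Fig. 1b had been seen when the rule and the lists were written. A few genes, most of them with extreme counts, fall outside the rule and are named as such.

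The depth per sample was 28977048 to 42281981 counts. The fit was tested on simulated data, with counts drawn at the means and library totals of the real data and at dispersions estimated by edgeR. Each of 3 simulations of 15504 genes held 200 changed genes of at least 10 CPM. Of the genes changed 4-fold, edgeR called 64% at the adjusted threshold, DESeq2 83.3% and limma-voom 56.7%, and of those changed 2-fold 6.67%, 30.7% and 6%. Of the 43834 unchanged genes tested over the 3 simulations, edgeR called 26, DESeq2 248 and limma-voom 16. The alternatives fixed at the start were DESeq2 size factors or library totals in place of TMM, no filter, a stricter filter of at least 10 counts in every sample of at least one condition, the DESeq2 1.42.0 Wald test, limma-voom, the replicate number as a block, and leaving out each sample in turn. After the paper's table had been seen, 24 further settings were tried for *Tmem100* and for the count of changed genes, and samples were also left out in turn for the signature ratio. Scripts in Python 3.11.15 joined the annotation, and figures were drawn with matplotlib 3.10.9. The paper's source data for Fig. 1b were held only in part, as the first 1998 of 15503 rows, so that no overlap or enrichment was tested against them. The quantitative PCR, recordings and behavioral data of the paper were not analysed here.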

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

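The tests of macrophage RNA, of carried-over glial and fibroblast RNA and of scaling described here were chosen only after the results they bear on had been seen. In these results, 17 genes that the paper does not discuss differed between the conditions at an unadjusted p under 0.001 from edgeR, with no overlap between the samples of both conditions. With 15504 genes tested, chance alone gives a number of this order under 0.001. The conditions did not overlap in 11.5% of the tested genes, where chance gives 10%. None of the 17 had an adjusted p under 0.05 by edgeR or limma-voom, whereas DESeq2 called all 17. In the 3 simulations DESeq2 called 248 of 43834 unchanged genes, which cannot tell whether any of the 17 is a false call.

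*Ly86* was higher with NGF by 2.93 on the log2 scale (standard error 0.41, 3 of 3 samples). *Ly86* is known from macrophages, so RNA carried over from macrophages is a candidate source. The other 15 macrophage markers argue against it, as their median was at most 0.000262 of the level of *Ly86* in the NGF samples. *Cd68*, the most abundant of them by mean, was at 14.2, 29.4 and 11.0 CPM there, and *C1qb* at 3.45, 8.99 and 9.51 CPM, against 422, 425 and 659 CPM of *Ly86*. Expression of *Ly86* by the neurons under NGF stays open as a hypothesis, untested.

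The lower injury list is the second pattern, with *Sox11* at -1.76 and *Flrt3* at -2.08 on the log2 scale, which less RNA carried over from satellite glia and fibroblasts in the NGF samples could explain, since markers of both were also lower. The summed CPM of those markers fell by 418.7 (242.9 without CTL replicate 1) against 2352 in the injury genes, a ratio of 0.178, but they summed to 888.5 CPM in the CTL samples, so that even their complete loss could not have matched the injury genes and the ratio decides nothing. A shared scaling factor moves all genes alike and so cannot set this list apart from all genes, whose median lay at least 0.417 higher under each of 3 scalings. Of the 10 splits of the 6 samples, only the real one gave as many as 16 lists (highest other 12), and 10 splits are too few for a share under 0.05. The lists were also written after the top rows of the paper's Fig. 1b table, which compares the same samples, had been seen. This can favor the real split over the others, so that the comparison of splits decides nothing. Carried-over RNA stays open, as does an effect of NGF on the injury response of cultured neurons, untested.

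Genes with counts in every sample of one condition and none in the other are the third pattern, with 146 genes, 48 seen with NGF and 98 in CTL samples. Another split of the same samples gave 213, the 3 other splits with 1 sample of each replicate number on either side gave at most 135, and the median level where present was 0.282 CPM. The 213 and the low level are consistent with chance detection of weakly expressed genes in pools of 20 cells. *Gpr119*, a receptor gene on chromosome X from 48667979 to 48674478, had the highest mean of them, with 152 to 295 counts in the CTL samples and 0 in the NGF samples, at least 74.5-fold lower at a floor of 3 counts per library. A specific effect of NGF on such genes was not tested and stays open.

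Other genes met the same criteria. The opioid precursor gene *Pdyn* had 1 count in the pooled CTL samples and 3081 in the pooled NGF samples, a ratio of 2732 after library size (95% counting interval 490 to 107925), and NGF replicate 1 alone held 2550 of these counts. The chemokine receptor gene *Ccr3* had 3 and 973 counts, a ratio of 287.5 (98.1 to 1397), and the chemokine gene *Ccl7* 1 and 331 counts, a ratio of 293 (52.3 to 11626). On the log2 scale *Gprin3* was at 1.85, *Mblac2* at 1.84, *Irf2bpl* at 1.48, *Mt1* at 1.38, *Ercc1* at 1.34, *Isl1* at 1.10 and *Frmd3* at 0.96. The meiotic gene *Mei4* was at 2.79. Toward lower levels, *Timp3* was at -2.18 and *Th* at -1.31. *Ccr3*, *Ccl7*, *Mei4* and *Gpr119* fall outside the rule for named genes and were chosen after their values were seen. Exons of *Ercc1* and *Timp3* overlap those of another gene on the opposite strand.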

How the results depend on the processing

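The 24 added settings and the leave-one-out values of the signature ratio were chosen only after the data were seen. The count of genes at an adjusted p under 0.05 was 0 by edgeR under every normalization, filter and left-out sample and by limma-voom, and 86 by DESeq2. A real count of 0 is reached by any split, so that the 10 splits of the 6 samples (all 10, highest other 0) tell nothing about it. At an unadjusted p under 0.05, 5 of the 10 splits, the real one included, gave at least the real 701 (highest other 829). Too few splits exist for a share under 0.05. The unadjusted count was 1145 without a filter, and 648 to 1165 when samples were left out (1165 without NGF replicate 1). *Tmem100* had log2 fold changes of 1.76 to 2.17 over the alternatives, with its adjusted p under 0.05 in DESeq2 (1.91, adjusted p = 4.2e-08, range over the alternatives 4.2e-08 to 0.99995). Of the 24 settings tried after the data were seen, 3 made calls, all without a filter. These were limma-voom with 12 genes, edgeR's exact test with 23 genes and *Tmem100* at 1.91, and DESeq2 with 145 genes and *Tmem100* at 1.91. The cause was not tested. By DESeq2, 32 of 66 named genes passed that did not in edgeR. Among channels and PIEZO2 modulators DESeq2 called 1 gene, *Trpc6*, over the joint list, and edgeR 0.

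The number of lists passing camera was 16, with 0 at an estimated correlation, 1 by fry, and 8 to 17 when samples were left out (9 without NGF replicate 2, 8 without NGF replicate 3). The ERK, injury, satellite glia, sympathetic and amino acid lists kept their call whichever sample was left out. The metallothionein list lost it without NGF replicate 3, the fibroblast list without CTL replicate 1 or NGF replicate 1. The housekeeping median ran from -0.030 (without NGF replicate 3) to 0.138. Of the 29 calls over a list alone, 17 held in all 7 other settings and 6 whichever sample was left out. Those of *Apoe*, *Sparc*, *Dcn* and *Ogn* were lost in limma-voom and under the block, that of *Pdyn* in limma-voom. All these calls rest on lists written after the top rows of the paper's table, from the same samples, had been seen.

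Of the 66 named genes, 55 kept their sign throughout. *Piezo2* turned to -0.018 and *Tmc3* to -0.071 with limma-voom. When samples were left out, log2 fold changes ran from -0.16 to 0.29 for *Piezo2*, -0.18 to 0.018 for *Calca*, -0.57 to 0.024 for *Trpv1*, -0.33 to 0.12 for *Nedd4l*, -0.23 to 0.050 for *Tmem87a*, -0.62 to 0.70 for *Tmc3*, -0.47 to 0.51 for *Trpa1*, -0.086 to 0.86 for *Nos1*, -3.32 to 0.013 for *Cdh1*, -0.37 to 0.027 for *Mtmr2* and -0.40 to 0.034 for *Tmem150c*. The cause was not tested. None of these 11 genes passed the test in any of these fits.

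With the replicate number as a block, 0 genes passed and 739 had an unadjusted p under 0.05, and *Piezo2* was at -0.014. The block ended 11 of the 29 calls over a list alone and made 5. With it 13 lists passed camera, as with limma-voom and the stricter filter, each time without the A-fiber, endothelial and mechanically gated lists. The calls made were those of *Tnfrsf12a* (adjusted p = 0.015), *Lifr* (0.043), *Dnajb9* (0.029), the calcium channel gene *Cacnb4* (0.047) and the cholesterol synthesis gene *Idi1* (0.044). *Atf3* lost its call in the immediate early list (0.056) but kept it in the injury list (0.043). *Tnfrsf12a* falls outside the rule for named genes. The block changed no other call. The 3 other splits that part all same-numbered samples gave 291 to 738 genes at an unadjusted p under 0.05 and 3 to 6 lists, and the remaining splits put same-numbered samples together. As the lists were written after the top rows of the paper's table had been seen, the counts of lists can favor the real split. Depth limits genes under about 0.1 CPM.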

Differences from the paper's values

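The limma-voom settings beyond the planned one were chosen only after the paper's values had been seen. The paper's Results give P = 4.12E-5 for *Tmem100*, and edgeR's unadjusted p was 6.7e-05. Among the alternatives set before the data were examined, the p was within 1.5 times the paper's value with library totals only (5.7e-05), the stricter filter (4.5e-05), limma-voom (3.6e-05) and without CTL replicate 3 (4.1e-05). It was not with DESeq2 size factors (6.6e-05), no filter (1.2e-05), DESeq2 (1.4e-11), the replicate block (0.00047) or without any of the other samples (0.00021 to 0.00069). The legend of Fig. 1 gives the paper's P as 4.59843E-05, which is also the value of *Tmem100* in the paper's source data for Fig. 1b, held here as the first 1998 of 15503 rows. Within 1.5 times that value were edgeR's p itself, that with DESeq2 size factors and the same 4 alternatives. That table gives 4.11705e-05 for *Ly86*. Settings chosen after seeing these values, 20 limma-voom fits with the filter, gave p from 3.08e-05 to 3.84e-05, within 1.5 times the paper's value. They kept *Tmem100*, but of 857 genes with a P-value in the paper's table that were found among the tested genes, they left 70 to 98 at or over 0.05, and none gave the paper's value itself. The fold change the paper states for *Tmem100*, 3.805, is met by the ratio of mean CPM (3.81) and lies near the fitted fold (3.75).

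The paper's source data give a P-value, all under 0.05, for 861 genes in the part held, a figure of the paper, where edgeR had 701 genes at that unadjusted threshold, limma-voom 862 and DESeq2 965.

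The paper lists *Cyp2j12*, *Prrx2* and *Etv1* as not co-expressed. Of these, *Cyp2j12* and *Prrx2* were under 7 CPM in every sample, and *Etv1* had 11.2 to 26.5 CPM, near *Ly6e*, at 21.0 to 54.4 CPM, which the paper counts as expressed.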

Other observations

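The lists and alternatives in this part were fixed before the counts were examined. The top rows of the paper's table for Fig. 1b, from the same samples, had been seen by then. The lists are therefore not independent of these data. No test in this part was chosen after the counts were examined, while the Y-linked genes were named after their values were seen. Genes of amino acid synthesis and the ATF4 response were higher with NGF as a list (18 tested, 14 positive, median 0.47, adjusted p = 0.0011 by camera, and adjusted p = 0.325 with an estimated correlation), though no member passed when adjusted over the list alone. The serine synthesis genes *Psat1* and *Psph*, at log2 fold changes of 0.92 each, had the smallest unadjusted p of the list, though not its largest fold changes. Chaperones of the endoplasmic reticulum were lower (12 tested, 11 negative, median -0.42, adjusted p = 0.0036 by camera, and adjusted p = 0.418 with an estimated correlation), with the co-chaperone gene *Dnajb9* at -1.15, which passed over the list alone with the replicate number as a block (adjusted p = 0.029). The list call was lost without CTL replicate 2 (0.393, median -0.11) or NGF replicate 3 (0.220, median -0.16). Sodium channel genes were lower as a list (10 tested, 9 negative, median -0.51, adjusted p = 0.0036 by camera, and adjusted p = 0.327 with an estimated correlation), with *Scn1a* at -1.63, and lost the call without CTL replicate 3 (0.063, median -0.32), NGF replicate 2 (0.059) or NGF replicate 3 (0.083). A list of genes reported to respond to NGF in sensory neurons was lower, not higher (18 tested, 13 negative, median -0.31, adjusted p = 0.0037 by camera, and adjusted p = 0.327 with an estimated correlation). *Tac1* and *Th* fell when adjusted over that list alone, while the growth factor gene *Bdnf* was at 0.80, and the list lost its call without NGF replicate 3 (0.477, median -0.056) and had a median of -0.51 without NGF replicate 1. The calls of *Tac1* and *Th* over that list were each kept in 4 of the 6 fits that leave out a sample.

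Immediate early genes were lower (15 tested, 10 negative, adjusted p = 0.017 by camera, and adjusted p = 0.325 with an estimated correlation), as were A-fiber neuron markers (12 tested, 10 negative, median -0.83, adjusted p = 0.047, and adjusted p = 0.325 with an estimated correlation) and endothelial markers (10 tested, 9 negative, median -0.87, adjusted p = 0.037, and adjusted p = 0.418 with an estimated correlation). The first call was lost without CTL replicate 1 (0.082), CTL replicate 3 (0.054), NGF replicate 2 (0.059) or NGF replicate 3 (0.259). The second was lost without CTL replicate 2 (0.052, median -0.37), CTL replicate 3 (0.054, median -0.49), NGF replicate 2 (0.134) or NGF replicate 3 (0.213), and the last without CTL replicate 2 (0.417, median -0.23) or NGF replicate 2 (0.214). Both of these were also lost with the replicate number as a block (adjusted p = 0.069 and 0.063), under the stricter filter (0.077 and 0.099) and with limma-voom (0.109, where the A-fiber median was -0.36, and 0.088). Markers of macrophages (9 tested) and of neurons in general (11 tested) did not pass camera, with adjusted p = 0.352 and 0.293. The neuronal RNA-binding protein gene *Elavl4* rose when adjusted over its list alone, from 210 ± 80.7 CPM (SD, n = 3) to 501 ± 25.0 CPM (SD, n = 3), a call kept in 1 of the 6 fits that leave out a sample. Exons of *Psph*, *Dnajb9* and *Bdnf* overlap those of other genes on the opposite strand.

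The Y-linked genes *Ddx3y* and *Eif2s3y* were nearly without counts in CTL replicate 2 (4 and 8) and NGF replicate 2 (6 and 13), and had 1598 to 4502 counts in the other 4 samples. *Kdm5d* and *Uty*, also Y-linked, had 208 and 20 counts in CTL replicate 2 and 409 and 36 in NGF replicate 2. The paper states that male and female mice were used for all experiments and gives no sex per sample.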
